# The transcriptome of a complete episode of acute otitis media

**DOI:** 10.1186/s12864-015-1475-7

**Published:** 2015-04-03

**Authors:** Michelle Hernandez, Anke Leichtle, Kwang Pak, Nicholas J Webster, Stephen I Wasserman, Allen F Ryan

**Keywords:** DNA microarray, Otitis media, Mouse, Innate immunity, Inflammation, Negative regulators, Gene regulation

## Abstract

**Background:**

Otitis media is the most common disease of childhood, and represents an important health challenge to the 10-15% of children who experience chronic/recurrent middle ear infections. The middle ear undergoes extensive modifications during otitis media, potentially involving changes in the expression of many genes. Expression profiling offers an opportunity to discover novel genes and pathways involved in this common childhood disease.

The middle ears of 320 WBxB6 F1 hybrid mice were inoculated with non-typeable *Haemophilus influenzae* (NTHi) or PBS (sham control). Two independent samples were generated for each time point and condition, from initiation of infection to resolution. RNA was profiled on Affymetrix mouse 430 2.0 whole-genome microarrays.

**Results:**

Approximately 8% of the sampled transcripts defined the signature of acute NTHi-induced otitis media across time. Hierarchical clustering of signal intensities revealed several temporal gene clusters. Network and pathway enrichment analysis of these clusters identified sets of genes involved in activation of the innate immune response, negative regulation of immune response, changes in epithelial and stromal cell markers, and the recruitment/function of neutrophils and macrophages. We also identified key transcriptional regulators related to events in otitis media, which likely determine the expression of these gene clusters. A list of otitis media susceptibility genes, derived from genome-wide association and candidate gene studies, was significantly enriched during the early induction phase and the middle re-modeling phase of otitis but not in the resolution phase. Our results further indicate that positive versus negative regulation of inflammatory processes occur with highly similar kinetics during otitis media, underscoring the importance of anti-inflammatory responses in controlling pathogenesis.

**Conclusions:**

The results characterize the global gene response during otitis media and identify key signaling and transcription factor networks that control the defense of the middle ear against infection. These networks deserve further attention, as dysregulated immune defense and inflammatory responses may contribute to recurrent or chronic otitis in children.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1475-7) contains supplementary material, which is available to authorized users.

## Background

Otitis media (OM) is the most prevalent disease of childhood in developed countries, accounting for more office visits and drug purchases than any other disease from ages six months to six years [1,2]. Its cost in the U.S. alone is estimated at more than five billion dollars annually in office visits, pharmaceutical agents, surgery and lost productivity [2,3]. Antibiotics provide a generally effective therapy for acute OM (AOM). Since their widespread availability, OM rarely results in a life-threatening disease, as it once did for the proportion of patients who progressed to meningitis. However, in the developing world, OM remains a serious threat to health. The World Health Organization estimates that approximately 30,000 annual deaths can be attributed to OM, and further estimates that half of the world’s burden of permanent, serious hearing loss (>175 million individuals) involves OM [4].

Even in the developed world, there remains a high degree of morbidity associated with both active infection and its more chronic sequelae. Although the long-term impacts are controversial, numerous reports link hearing loss due to persistent OM to deficits in speech perception [5], delayed language acquisition [6] and learning disabilities [7]. Given the cost and potential sequelae of OM, there is a clear need for a better understanding of its pathogenesis in order to develop more effective therapies.

Because the middle ear (ME) mucosa undergoes extensive modification during OM, including the recruitment of nonresident leukocyte species, there is potential for changes in the expression of many genes. The molecular response that occurs in the ME during OM is complex, and provides many opportunities for differences in OM phenotypes among individuals who may express different forms of critical proteins or may have mutations in critical genes. For instance, polymorphisms in several components of the immune system, such as Toll-like receptor 4 (TLR4) [8], Mannose Binding Lectin [9], and pro-inflammatory cytokines such as TNF-alpha (tumor necrosis factor) and Interleukin-1 (IL-1) [10], have been reported to be associated with OM susceptibility, as well as polymorphisms in other genes that impair proper healing after a previous episode of OM [8]. In addition, mouse mutants that exhibit chronic OM have been reported. Mutations in the *Fbxo11* [11] or *Evi1* [12] genes result in chronic OM, perhaps through changes in the development of the ME [11,13].

The role of the mucosa as an important regulator of the immune response has been studied in various disease and therapeutic contexts. A theory regarding the pathogenesis of inflammatory bowel disease is that the intestinal epithelium cannot adequately balance pro- and anti-inflammatory signals in response to enteric bacteria [14]. Mucosal immunity is also being assessed in therapeutics, such as in the development of the intranasal influenzae vaccine [15] and sublingual allergen immunotherapy [16]. The study of the ME mucosa throughout a course of OM may provide insights into the factors that predispose certain individuals to develop its more chronic forms, such as recurrent/chronic OM or OM with effusion.

As so many genes are potentially involved during OM, there is a need to use technologies that can evaluate a large number of gene expression profiles simultaneously in a specific tissue of interest. DNA microarrays offer a broad strategy by which to discover novel genes involved in OM, and to clarify the participation of known genes within complex signaling networks. Previous studies using gene arrays have been performed [17,18] and have yielded valuable information. However, they differed from the current study in several important aspects. These include the use of arrays with limited numbers of genes, characterizing one or two time points after the induction of infection, using heat-killed bacteria, or omitting a control for injection trauma. The present study evaluates the complete kinetics of the ME response to AOM, from initiation of infection to resolution after inoculation with non-typeable *Haemophilus influenzae* (NTHi), one of the most common human pathogens isolated from the ME in OM. Infection with this gram-negative organism characteristically leads to hyperplasia of the ME mucosa and leukocyte infiltration in the ME cavity [19,20]. Analysis of this transcriptome data set highlights the genes that are involved in the acute induction of OM as well as tissue remodeling, bacterial clearance and resolution. It also identifies key pathways that participate in the ME response as well as the interplay between pro- and anti-inflammatory processes that occur in the ME mucosa as it reacts to infection.

## Methods

### Animals

All experiments were performed on naïve, young adult (60–90 days old) WBxB6 F1 hybrid mice (Jackson Labs) during daylight hours, according to National Institutes of Health guidelines on the care and use of laboratory animals and were approved by the Institutional Animal Care and Use Committee of the San Diego VA Medical Center, San Diego, CA. All experiments were conducted in accordance with NIH/PHS policies on the Humane Care and Use of Laboratory Animals. Mice were healthy and were housed under normal SPF conditions in standard rodent boxes with enrichment and free access to food and water. All animals remained healthy during the study. Acute OM in wildtype mice is very similar to that observed in humans [21], but the use of animals allows documentation of the complete course of disease, while the genetic resources available for the mouse are extensive.

### Bacterial strains and culture conditions

*Haemophilus influenzae* strain 3655 (non-typeable, biotype II; NTHi) was used at a concentration of 10^5^ – 10^6^/ml to induce an inflammatory response in the ME. The inocula were prepared as described in Melhus and Ryan, 2003 [21]. Strain 3655 was originally isolated from the ME of child in St. Louis, MO. It is often associated with respiratory tract infections, including otitis media [22]. It was used because we have extensive experience with this strain.

### Surgical procedure

WBxB6 F1 hybrid mice were inoculated bilaterally in the ME with NTHi in a laboratory setting under aseptic conditions. An identical number of control mice were injected with saline. The mice were anesthetized with an intraperitoneal injection of 0.1-0.2 ml per 25–30 g bodyweight of rodent cocktail (13.3 mg/ml Ketamine HCl, 1.3 mg/ml Xylasine and 0.25 mg/ml Acepromazine), which produces deep anesthesia for the required period. The ME bullae were exposed bilaterally by a ventral approach through a vertical midline incision on the neck. To access the ME cavity, the bulla was fenestrated using a 25 gauge syringe needle. Approximately 3–5 μl of NTHi (10^5^-10^6^ NTHi/ml) or endotoxin-free PBS (sham) was injected into the ME cavity of mice and rats. Excess fluid was absorbed with a sterile cotton swab. The wound was closed by replacing the tissue and the skin incision was stapled. After surgery, the animals received a subcutaneous injection of buprenorphine and lactated Ringer’s injection.

### Histology

Mice used for histology (3 per time point) were sacrificed under general anesthesia by intracardiac perfusion with PBS followed by 4% Paraformaldehyde (PFA) at 0 hours (0 h, no inoculation), 6 h, 12 h, and 1, 2, 3, 5, 10, 14, and 21 days (21d) after inoculation. For each bacterial preparation, animals from all time points were included. The six MEs were dissected, post fixed (4% PFA) overnight and decalcified (8% EDTA and 4% PFA) for 14d. The decalcified ME bullae of mice were embedded in paraffin and sections were cut at 7 μm. The sections were stained with hematoxylin and eosin (Figure 1). Sections from the same region of each ME, in the largest part of the ME cavity, were digitally recorded and mucosal thickness as well as the percent area of the ME lumen occupied by inflammatory cells were determined at standard locations as described elsewhere [23].

**Figure 1:**
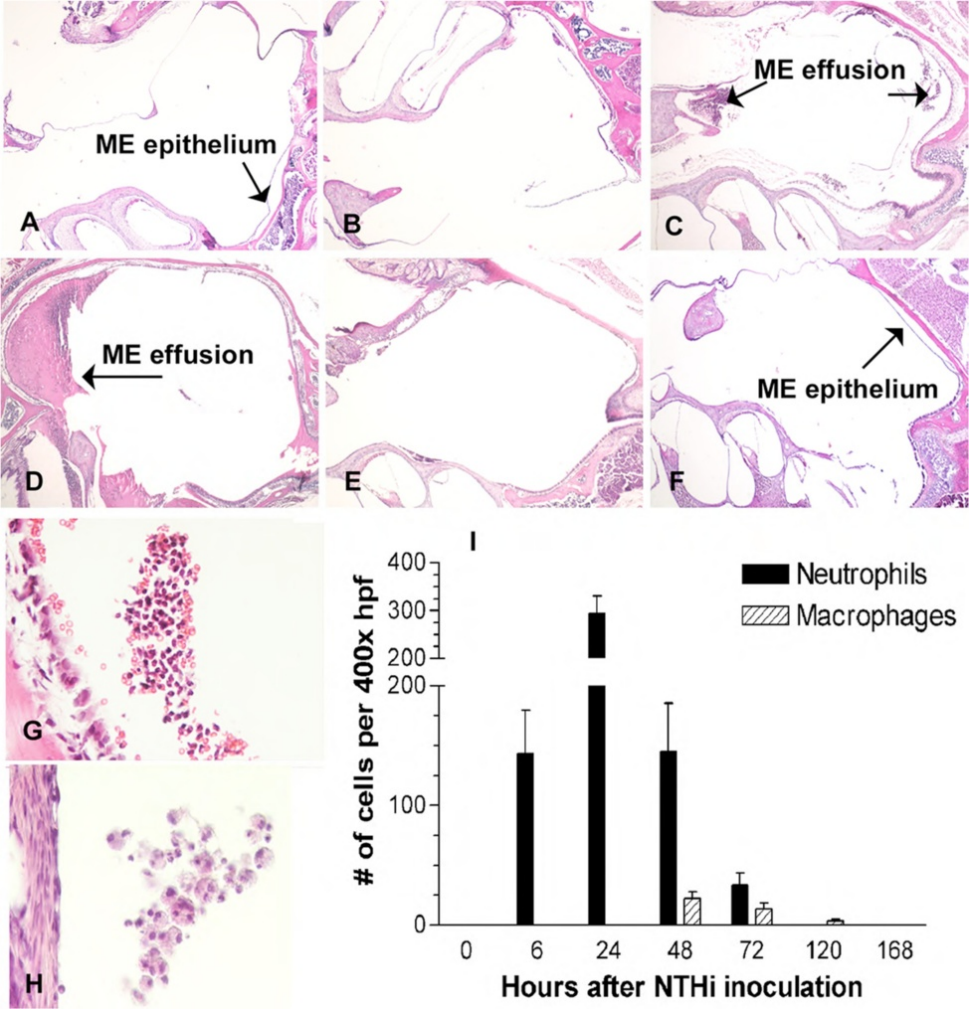
**Otitis Media time course with NTHi. A.** Baseline (0 h) **B.** 6 h **C.** 24 h **D.** 48 h **E.** 72 h **F.** 168 h. The MEs of WBxB6 F1 hybrid mice undergo mucosal hyperplasia with infiltration of inflammatory cells, with a peak of inflammatory changes at 48 hours. The ear resembles its baseline appearance by 168 h (7d). **G.** Neutrophils are evident in the ME cavity by 6 h after inoculation **H.** Macrophages, much less numerous overall than neutrophils, are most prominent at 48 h. **I.** Quantification of neutrophil and macrophage numbers in the ME cavity after NTHi inoculation.

### Inflammatory cell recruitment

The number of neutrophils and macrophages comprising ME cellular infiltrates was assessed by two independent observers, by manually counting these cell types in five randomly selected clusters of cellular ME effusions for each ME in a 400x high power field. The numbers were then computer-averaged.

### DNA microarray

For each array sample, ME mucosae from 20 mice were harvested at each of the following time points after inoculation with either NTHi or PBS: 3 h, 6 h, 24 h (1d), 48 h (2d), 72 h (3d), 120 h (5d), and 168 h (7d). For each bacterial preparation, two groups from widely separated time points were performed (more than two groups could not be performed in a day). Mice were sacrificed, after deep anesthesia as above, by decapitation. Each inoculation time was repeated twice and duplicate, independent samples generated. The tissue was homogenized in TRIzol™ reagent (Invitrogen) and total RNA extracted. Five micrograms of mRNA per treatment per sample were analyzed on two Affymetrix mouse MU430 2.0 gene chips per time point by the Microarray Core at the San Diego Veterans Medical Research Foundation.

Data were analyzed using multiple, independent strategies by an individual blinded to the OM phenotype of each sample. Principal component analysis was performed on the arrays for quality control using RMA (robust multi-array average) normalization [24] in Partek Genomic Solutions (Figure 2A). To identify changes in gene expression, the data were first analyzed using a variance modeling approach. The raw MAS5 expression values were imported into VAMPIRE without prior normalization. This program uses a Bayesian approach to identify altered genes [25]. Statistical analysis by VAMPIRE requires two distinct steps: (1) modeling of the error structure of sample groups and (2) significance testing with *a priori*-defined significance thresholds. VAMPIRE models the existing error structure to distinguish signals from noise and identify the coefficients of expression-dependent and expression-independent variance. These models are then used to identify microarray features that are differentially-expressed between treatment groups. Mice inoculated with NTHi were compared to mice injected with saline at each time point to generate sets of genes that change due to NTHi infection and to eliminate gene changes due to the trauma of the injection. Bonferroni multiple testing correction (MTC, α_Bonf_ < 0.05) was applied to identify only those genes with the most robust changes. The genes altered at each time were combined to give a set of genes differentially regulated between NTHi and PBS. The analysis in VAMPIRE was then repeated using data that had been prior normalized using CORGON [26] and the two datasets compared.

**Figure 2:**
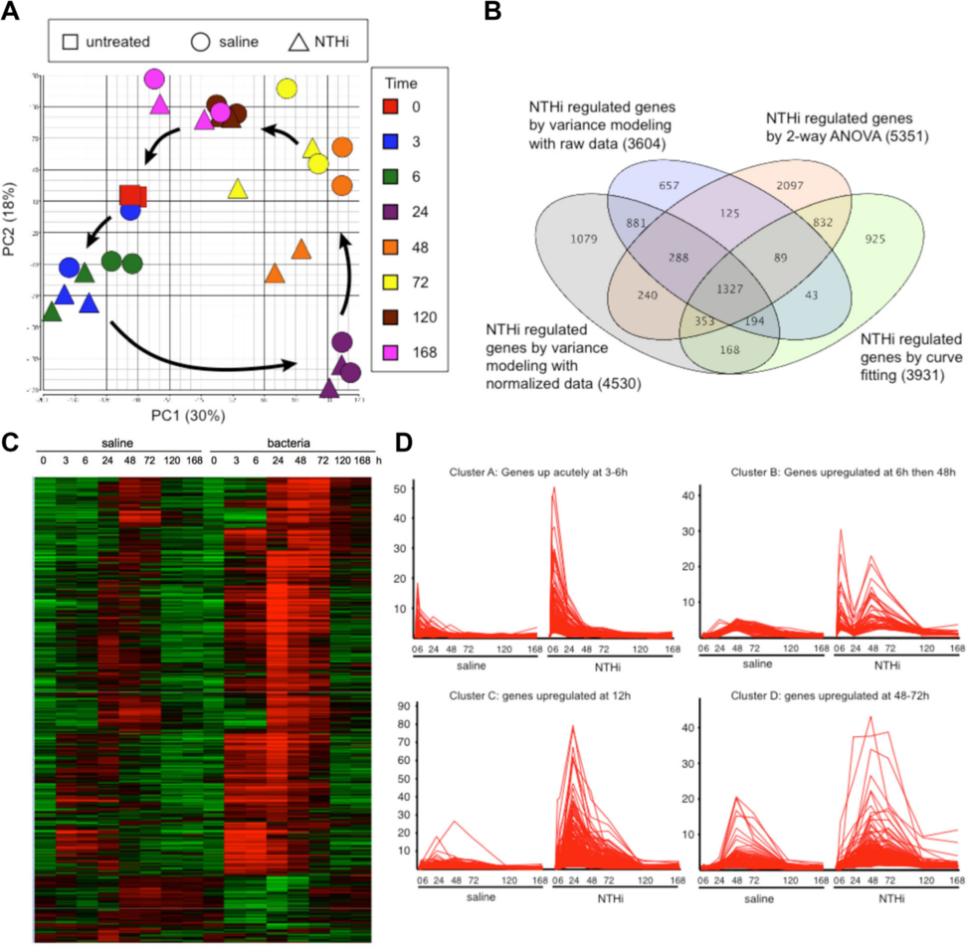
**Transcript signature of AOM with NTHi. A.** Principal component analysis of sample variation. Colors of symbols indicate different times and shapes of symbols indicate different treatments. **B.** 4-way Venn diagram with number of genes differentially expressed with NTHi versus saline treatment as analyzed by four statistical methods. **C.** Heat map for 3657 significant genes identified by the combined statistical analysis, comparing time course of saline treatment to NTHi treatment. The final set of altered genes was defined by combining genes that were significant by 2 statistical methods: variance modeling (raw or normalized data), curve fitting, or 2-way ANOVA). **D.** Expression profiles of four clusters of up-regulated transcripts, showing induction at different times after NTHi inoculation.

Thirdly, the time course data were analyzed using a curve-fitting algorithm implemented in EDGE. Instead of using a standard statistical comparison of two conditions, one gene at a time, this program implements the Optimal Discovery Procedure to take into account dependent information in the data [27]. This is particularly useful for time course data. The program fits a natural cubic spline to the time course data and then tests whether the fit to the actual data is significantly better than to the data averaged between conditions or to an invariant gene. The time courses following NTHi or PBS inoculation were compared to each other to generate sets of genes whose time course differed significantly between treatments. MTC was applied by false discovery rate (FDR, q < 0.05). Lastly, the data were analyzed by 2-way ANOVA in GeneSpring Ver 12.6 (Agilent, CA) using time and treatment as the two variables. Again, FDR correction was applied to the data. The genes significant for treatment or time treatment were combined to generate a list of NTHi-regulated genes.

The overlap of the four gene sets was compared by Venn diagram for NTHi-regulated genes (Figure 2B). The final list of NTHi-regulated genes was created by combining genes that were positive by >2 statistical approaches (variance modeling, curve fitting or 2-way ANOVA).

This final set of 3657 NTHi-regulated transcripts (Additional file 1: Table S1) was imported into GeneSpring for visualization. The final gene set was subjected to hierarchical clustering using Euclidean distance measurements (Figure 2C). Inspection of the resulting heatmap showed a number of gene clusters with similar expression profiles. The expression profiles of these clusters were generated based on the median-normalized MAS5 data (Figure 2D and Additional file 2: Figure S1).

Lists of genes altered at each time point and treatment generated by VAMPIRE were mapped to gene ontology terms using the program GOby to determine whether any GO classifications were over-represented [25]. MTC (α_Bonf_ < 0.05) was applied to minimize GO terms arising as false positives. Lists of genes in each cluster were mapped to manually curated pathways and processes using MetaCore (GeneGo, St. Joseph, MI). Network analysis was performed on the sets of cluster genes to identify transcription factors (TFs) underlying transcriptional regulation of those genes. TF networks were ranked based on p-values and z-scores in MetaCore. The data were also analyzed for gene set enrichment using gene set enrichment analysis (GSEA) [28]. This approach does not rely on a prior statistical analysis but uses the ranked order of all gene transcripts sampled to look for enrichment in one condition versus another, regardless of whether the expression difference was significant or not. Enrichment of all curated or KEGG pathways (C2) or immunological signature gene sets (C7) in NTHi versus saline was calculated for each time point.

The GSEA was also performed with custom gene sets for epithelial cells and hemaotopoietic cell markers. To assess changes in the epithelium, a new group of gene sets was created by combining all existing gene sets derived from studies of epithelial cells. To assess recruitment of leukocytes and lymphocytes, a published expression dataset on purified human immune cells [29] was reanalyzed in GeneSpring. Two approaches were used to identify cell specific markers for different populations. Initially, the 50–100 most highly expressed genes in each cell-type were selected, then any of these genes that had appreciable expression in other cells were serially subtracted until the final set of selected genes was obtained that had at least 10-fold higher expression in the cell-type of interest. Secondly, a synthetic gene with the desired expression profile was created with high expression in the desired cell and low expression elsewhere, then genes were analyzed for correlation to the synthetic profile. Genes with a correlation coefficient >0.9 were selected. The two lists of cell-enriched genes were combined to give a gene set of cell-type markers. The gene IDs were then translated into mouse genes and the gene set used in a GSEA with the NTHi dataset.

We also created a geneset containing genes that have been associated with OM. This consisted of genes derived from GWAS studies, which were downloaded from the NHGRI website, and a number of candidate genes that have been observed or tested in animal models of OM [30-33].

## Results

### ME responses in AOM

All animals remained healthy throughout the period of the study. Figure 1 illustrates the typical changes seen during a time course of AOM after inoculation with NTHi. The normal tympanic cavity is a relatively quiescent tissue environment in which the ME mucosa and Eustachian tube serve two primary functions: they maintain the gaseous and pressure environment of the ME and maintain a first line of defense against potential infection. Consistent with this role, the ME mucosa of untreated mice consisted of a simple, squamous epithelial monolayer with a minimal stroma. In response to NTHi, the mucosa underwent substantial hyperplasia, converting to a pseudostratified, respiratory epithelium with multiple cell layers and a greatly expanded stroma and vasculature. The hyperplasia peaked at 2-3d after inoculation. This hyperplasia was accompanied by an infiltration of inflammatory cells into the ME cavity as early as 6 h after infection (Figure 1B). Neutrophil numbers peaked in the ME cavity at 24 h after NTHi inoculation, whereas macrophage numbers peaked 48-72 h after inoculation (Figure 1I). While most MEs were culture positive at 1, 2 and 3d post-inoculation, clearance of NTHi was complete by 5d (data not shown). Recovery from OM was characterized by rapid loss of additional cells from the ME mucosa and the ME cavity (Figure 1E-1F), and a return to a relatively simple epithelial morphology by 5-7d after NTHi inoculation.

### Analysis of the AOM transcript signature with NTHi

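The middle ear (ME) is an air space lined by mucosa, and nontypeable Haemophilus influenzae (NTHi) is a bacterium that infects it. The deposited values of 22 arrays were used. They cover ME mucosa of untreated mice and of mice at 3, 6, 24, 48 and 72 h after injection of NTHi or of saline, which served as the sham control. Each group has 2 arrays, and each array holds RNA pooled from 20 mice, a number that is inferred for the untreated arrays. Arrays are named below by group and label number. The samples of 5 and 7 days were not analysed here. The authors deposited MAS5 signal intensities of 45101 probe sets on a linear scale. The 2% trimmed mean was 500 on the arrays up to 24 h and 2500 on those of 48 and 72 h, so each array was scaled to 500 before log2. Background was set at a signal of 180.4, the 95th percentile of 80 probe sets for olfactory and vomeronasal receptors. The 27559 probe sets above it on at least 2 arrays were tested with limma. Higher and lower refer to an adjusted p under 0.05. A fold against a group with both arrays at or below background is given as at least N-fold. Unless stated, both arrays of 1 group lay above both arrays of the other for each gene called, which happens by chance for 33.3% of unchanged probe sets. With 2 arrays per group, the number of arrays limits the precision. The median signal of the receptor probe sets was 41.4 to 88 on the arrays from untreated mice to 6 h and 16.2 to 28.2 on those of 24 to 72 h. Comparisons of later times with untreated mice span this step. Direct comparisons of signals up to 24 h with those of 48 and 72 h span the change in deposited scale. The 3'/5' ratio of the Gapdh control probe sets, a sign of RNA integrity, was 36.7 on saline 3 h 2323 and 5.13 on untreated 2321. On the other 20 arrays it was 0.668 to 1.27. That of actin was 5.4 on saline 3 h 2323, 2.93 on NTHi 72 h 3384, 2.87 on untreated 2321 and 2.64 on saline 72 h 3385, and 1.05 to 1.97 on the others.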

ME mucosal samples derived from mice inoculated with NTHi were subjected to whole-genome-wide transcript expression profile analysis using oligonucleotide-based DNA microarrays. 

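Principal components order the arrays by the directions in which their transcripts vary most together. They were computed from the log2 signals of the tested probe sets, each centered. The first component held 35% of the variance. Of its variance, 97.6% lay between time points, 1.39% between NTHi and saline within a time and 0.992% between replicates. The step in receptor probe set signal runs between the same early and late arrays. Across all tested probe sets, the correlation between replicate arrays was 0.874 to 0.973. It is a correlation across probe sets, which are not independent replicates, and it was lowest for saline 3 h. That pair also had the largest distance between replicates, 162 on the log2 scale, against 79.2 to 143 for the other saline and NTHi pairs.

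**Figure D1:**
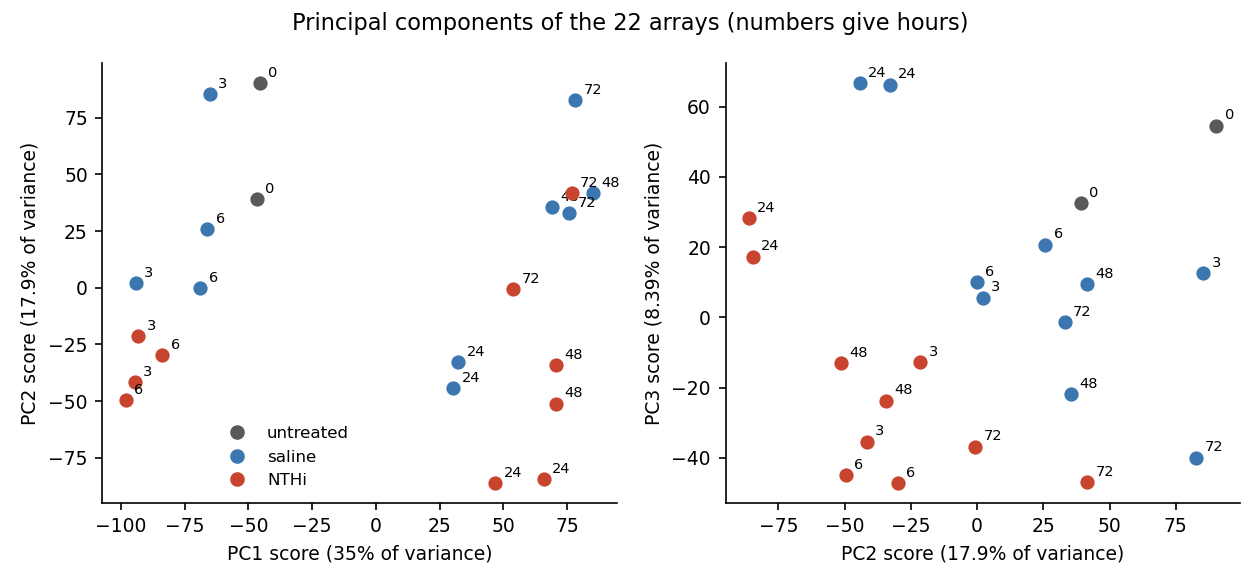
Scores of the 22 arrays on principal components 1 and 2 (left) and 2 and 3 (right) of the log2 signals, which hold 35%, 17.9% and 8.39% of the variance, with arrays as points, treatment as color and hours as numbers. The arrays of 24 to 72 h lie at 30.4 to 85.3 on the first component, to the right of all others.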

Principal component analysis of the variance showed that arrays clustered primarily by time with no outliers (Figure 2A). The third principal component of the variance showed separation of the samples by treatment (Additional file 2: Figure S1A). 

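Separation by treatment means that the NTHi arrays of a time lie on 1 side of the saline arrays of that time. For the third component, which held 8.39% of the variance, 65.1% of its variance lay between times and 27.5% between treatments within a time. Both NTHi arrays lay below both saline arrays at 3 of the 5 times. The second component separated the treatments at 4 of the 5 times. The share of its variance that lay between treatments was 32.5%, with 53.8% between times and 13.7% between replicates. Its highest scores were those of untreated 2321 (90.3), saline 3 h 2323 (85.3) and saline 72 h 3385 (82.6). All 3 have a high 3'/5' ratio of Gapdh or actin, and their replicates scored 39.2, 2.08 and 33. What RNA integrity adds to this component was not tested. The share between treatments was 24.9% on the fourth component, where 61.5% lay between replicates. The scores were not tested.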

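The samples taken in the first hours and those taken from the next day on fell into 2 sets of arrays. Untreated 2321 and untreated 2499 scored −45.4 and −46.7 on the first principal component. The 8 arrays of 3 and 6 h scored between −98.1 and −65.2, and the 12 arrays of 24 to 72 h all above 0. Between 3 and 6 h with NTHi, 1 probe set differed by limma, with 831 at an unadjusted p under 0.05. Between 6 and 24 h with NTHi, 3405 were higher and 4836 lower at 24 h, across the step in receptor probe set signal. From 24 to 48 h, 453 were higher and 227 lower, across the change in deposited scale. From 48 to 72 h 62 were higher and 33 lower. Untreated mice stand closer to the early arrays on this component.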

The early time points clustered together as did the late times, with the 5 and 7d time points looking similar to the untreated mice. The greatest variation was seen at 24 h when neutrophil invasion is maximal. 

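The distance between group means over all tested probe sets measures how far a time point stands from another condition. On the log2 scale, the NTHi mean lay farthest from the untreated mean at 24 h, at a distance of 200, against 145 at 3 h, 159 at 6 h, 184 at 48 h and 162 at 72 h. The values from 24 h on span the step in receptor probe set signal. The distance between NTHi and saline, which does not span it, was 112 at 24 h and 120 at 48 h. It was 108 at 3 h, 103 at 6 h and 101 at 72 h. Replicate arrays of NTHi lay 80.2 apart at 24 h and 133 apart at 48 h. These distances were not tested.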

Of the 45,000 transcripts represented on these microarrays, 3,657 transcripts were differentially expressed with NTHi inoculation compared to saline injection (Figure 2B, Additional file 1: Table S1). Thus, approximately 8% of the transcripts defines the signature of NTHi-induced AOM in the mouse. 

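NTHi acts on the mucosa on top of what the injection itself does, so infection was compared with the sham injection at each time. By limma, 133 probe sets were higher and 26 lower with NTHi at 3 h, 407 and 169 at 6 h, 709 and 412 at 24 h, 574 and 506 at 48 h, and 280 and 27 at 72 h. With median scaling fewer were lower, and the counts were 275 higher and 102 lower at 6 h, 765 and 180.0 at 24 h, and 358 and 206 at 48 h. The median log2 fold change of all tested probe sets was −0.02, −0.07, −0.11, −0.02 and 0.00 at these times. At 24 h, 650 of the higher and 337 of the lower probe sets changed at least 2-fold. A moderated F test over the 5 times called 1986 probe sets, of 1476 genes. Among the genes with the largest rise were Ccl12 (at least 7.85-fold, adjusted p = 0.000591) at 3 h, Il1f9 (log2 fold change 4.93, adjusted p = 8.79e-05) and Saa1 (at least 7.65-fold, adjusted p = 0.000237) at 24 h, Vnn3 (at least 17.2-fold, adjusted p = 0.000194) at 48 h and Slfn4 (log2 fold change 4.23, adjusted p = 0.000298) and Wfdc21 (at least 12.6-fold, adjusted p = 0.000244) at 72 h. Among those with the largest fall were Sec14l3 (log2 fold change −3.99, adjusted p = 1.4e-06), Aox3 (log2 fold change −2.83, adjusted p = 0.000163) and Rarres1 (log2 fold change −2.92, adjusted p = 1.87e-05) at 24 h and Omd (log2 fold change −2.59, adjusted p = 0.00228) at 48 h. Leaving out single arrays moved these totals. Without saline 3 h 2551, the saline side at 3 h is saline 3 h 2323 alone, the array with the Gapdh 3'/5' ratio of 36.7. The 159 calls at 3 h became 67 without saline 3 h 2323, 1968 without saline 3 h 2551 and 11 without NTHi 3 h 2553. The 576 at 6 h became 212 without saline 6 h 2413, 203 without saline 6 h 2555 and 254 without NTHi 6 h 2416. The 1121 at 24 h became 376 without saline 24 h 2633, 595 without saline 24 h 2635, 379 without NTHi 24 h 2634 and 628 without NTHi 24 h 2636. The 1080 at 48 h became 569 without saline 48 h 3256, 480 without saline 48 h 3825, 267 without NTHi 48 h 4462 and 2463 without NTHi 48 h 3827. The 307 at 72 h became 202 without saline 72 h 3385, 570 without saline 72 h 3828 and 203 without NTHi 72 h 3829. The 1986 became 3435 without saline 3 h 2551, 1186 without saline 24 h 2633 and 1257 without NTHi 24 h 2634.

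**Figure D2:**
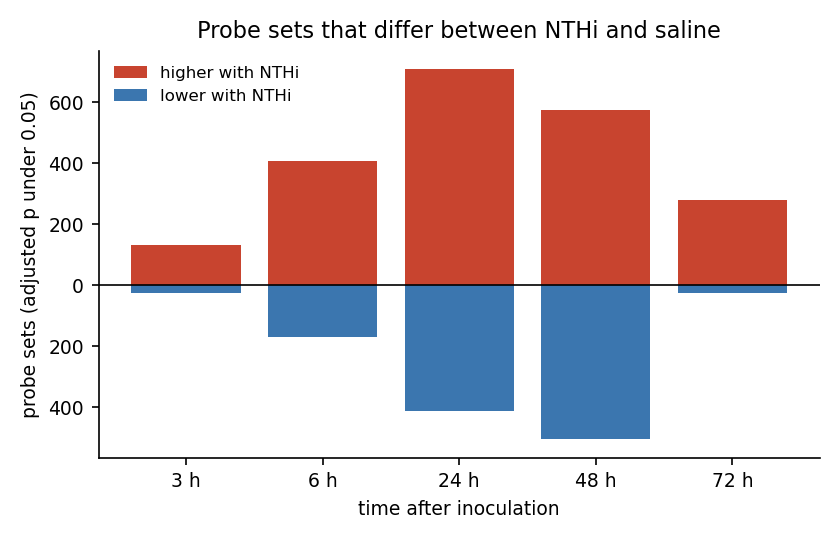
Probe sets called higher (upward) and lower (downward) with NTHi than with saline at each time, at an adjusted p under 0.05 from limma over the tested probe sets. The largest sum is at 24 h, with 709 higher and 412 lower (765 and 180.0 with median scaling).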

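The share of the array that responds depends on which probe sets are counted. The 1986 probe sets called over the 5 times were 4.4% of all 45101 on the array and 7.21% of the 27559 above background. The share of all probe sets was 7.62% without saline 3 h 2551, 2.63% without saline 24 h 2633 and 2.79% without NTHi 24 h 2634. At 1 or more single times, 2191 were called, and 1600 were called both by the F test and at a single time.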

Hierarchical clustering of the signal intensities of the individual transcripts showed a number of distinct expression patterns (Figure 2C). Specifically, four clusters of up-regulated gene expression profiles were noted (Figure 2D) and three clusters of down-regulated gene expression profiles were noted (Additional file 2: Figure S1B-D).

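Hierarchical clusters group transcripts by shape, and the time of the largest effect gives a simple view of that shape. The probe sets called in the F test were sorted by the time of their largest effect. The largest rise with NTHi over saline came at 3 h for 88, at 6 h for 242 and at 24 h for 484. It came at 48 h for 212 and at 72 h for 147. The largest fall came at these times for 84, 143, 272, 273 and 41 probe sets. The probe sets called higher at any single time, whether or not by the F test, were counted by the number of such times. Of these, 720 were higher at 1 time, 234 at 2, 133 at 3, 94 at 4 and 28 at all 5. Neighboring times shared calls. At 3 and 6 h, 111 were higher at both, where 1.96 would overlap by chance, and at 24 and 48 h, 283 were higher at both, where chance gives 14.8. Differences between times were tested directly as well. By limma, 82 probe sets had a different effect at 24 h than at 6 h and 49 at 72 h than at 24 h, while none differed between 24 and 48 h (2572 at an unadjusted p under 0.05).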

### The early induction phase

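Cytokines are secreted proteins that start and steer inflammation. Tumor necrosis factor, interleukin-1 and the colony-stimulating factors are made by mucosal and resident immune cells within hours of contact with bacteria. Of 18 pro-inflammatory cytokine genes measured, 8 were higher and none lower (11 higher when adjusted over the list alone) at 6 h with NTHi than with saline. At that time Lif was 8.71-fold higher (log2 fold change 3.12, standard error 0.41, adjusted p = 0.000641), and Tnf (at least 6.74-fold, adjusted p = 0.000882) and Csf2 (at least 4.66-fold, adjusted p = 0.00272) were also higher. At 24 h 7 were higher and none lower (10 higher when adjusted over the list alone), and at 48 h 4 were higher and none lower (9 higher and 1 lower when adjusted over the list alone). For the list as a whole, the effect at 48 h against that at 6 h had a mean difference −0.90 on the log2 scale, camera adjusted p = 0.00695, or adjusted p = 0.292 with an estimated correlation. The 8 pro-inflammatory cytokine genes higher at 6 h became 4 without saline 6 h 2413 and 5 without NTHi 6 h 2416. The 7 pro-inflammatory cytokine genes higher at 24 h became 4 without either NTHi 24 h array. The 4 pro-inflammatory cytokine genes higher at 48 h became 2 without NTHi 48 h 4462.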

Cluster A (Figure 2D) represents the earliest wave of gene expression, peaking 3-6 h after NTHi inoculation with expression extinguished by 24-48 h suggesting that these genes initiate the response to NTHi. This cluster of 259 genes includes *Il6, Il22, Ccl20* (MIP3A)*, Ccl17, Ccl19, Cxcl1* (GRO-1/KC)*, Csf2* (GM-CSF)*, Csf3* (G-CSF) (Figure 3A)*,* the growth factor genes *Hbegf, Ereg* and *Areg* (Figure 3B), and the TNF-induced genes *Tnfaip-2, −3,* and −*6.* GO, pathway and process analysis showed that these genes represent ontology groups and pathways related to immune and defense response, and the response to biotic stimulus and LPS, interleukin, TLR and TNFR signaling, and NFκB and neutrophil activation (Additional file 3: Table S2). 

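These genes encode secreted signals that call in and feed leukocytes, growth factors of the epithelium, and proteins induced by tumor necrosis factor. Of the 11 measured among the genes named, 9 were higher and none lower (11 higher when adjusted over the list alone) at 6 h. The study chose them on these samples, so the list is not independent evidence. Tnfaip3 was 7.71-fold higher (log2 fold change 2.95, standard error 0.40, adjusted p = 0.000882), and Tnfaip2 was 3.18-fold higher (log2 fold change 1.67, standard error 0.27, adjusted p = 0.00255). Of these 11 genes, 5 were higher and none lower at 48 h, and 1 was higher and none lower at 72 h. Across the list, the effect at 72 h against that at 6 h had a mean difference −1.51 on the log2 scale, camera adjusted p = 2.16e-09, or adjusted p = 0.00842 with an estimated correlation. Against 24 h the effect at 6 h was not separated (adjusted p = 0.149 with an estimated correlation). Part of this wave came with saline alone. Against untreated mice, 9 were higher and none lower (10 higher when adjusted over the list alone) in saline mice at 3 h. Ereg did not pass the test at 6 h (adjusted p = 0.266). The 9 Cluster A genes higher at 6 h became 4 without saline 6 h 2413 and 5 without NTHi 6 h 2558. From the early peak of these genes, the paper proposes that they initiate the response to NTHi. It states that the group is represented by innate immune and cytokine signaling and that NFκB is its most connected transcription factor.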

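Neutrophils leave the blood along gradients of CXC chemokines, and granulocyte colony-stimulating factor, encoded by Csf3, expands and sustains them. Cxcl1 was 5.53-fold higher (log2 fold change 2.47, standard error 0.35, adjusted p = 0.00106) at 6 h. It was also higher at 24 h (log2 fold change 2.34, adjusted p = 0.000733) and at 48 h (log2 fold change 2.19, adjusted p = 0.00337). At 3 h Cxcl1 did not pass the test (log2 fold change 1.61, standard error 0.35, adjusted p = 0.0507). Csf3 was 9.94-fold higher (log2 fold change 3.31, standard error 0.49, adjusted p = 0.00069) at 24 h and at least 3.31-fold higher (adjusted p = 0.00113) at 48 h. Saline injection raised Csf3 too, which at 3 h was at least 10.7-fold higher (adjusted p = 8.21e-06) than in untreated mice. Of 6 neutrophil-attracting CXC chemokine genes measured, 3 were higher and none lower (4 higher and 1 lower when adjusted over the list alone) at 48 h with NTHi, where Cxcl5 (log2 fold change 3.03, adjusted p = 0.00941) had the largest rise. Cxcl5 did not pass without saline 48 h 3825 or NTHi 48 h 4462 (adjusted p = 0.0748 and 0.0942). The 3 CXC chemokine genes higher at 48 h became 1 without NTHi 48 h 4462.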

CXCL1 is a neutrophil chemoattractant and CSF3 promotes neutrophil survival, proliferation and differentiation, which likely contribute to the appearance of infiltrating neutrophils starting at 6 h [19]. Analysis of transcription factor connectivity showed that NFκB was the most highly connected factor followed by SP1, C/EBPβ, and the AP-1 subunits c-Fos and c-Jun (Additional file 3: Table S2). The largest transcription factor network generated from this cluster contained 105 genes and was focused on NFκB but included CREB1 and C/EBPβ (Figure 4, Additional file 3: Table S2). This may be related to the observation that TLRs can signal via cAMP and JNK in addition to the more well-known NFκB pathway [34]. When signaling pathways were included in the network analysis, the network now included HB-EGF and EREG-mediated EGFR signaling through C/EBPβ, c-Src and AP-1.

**Figure 3:**
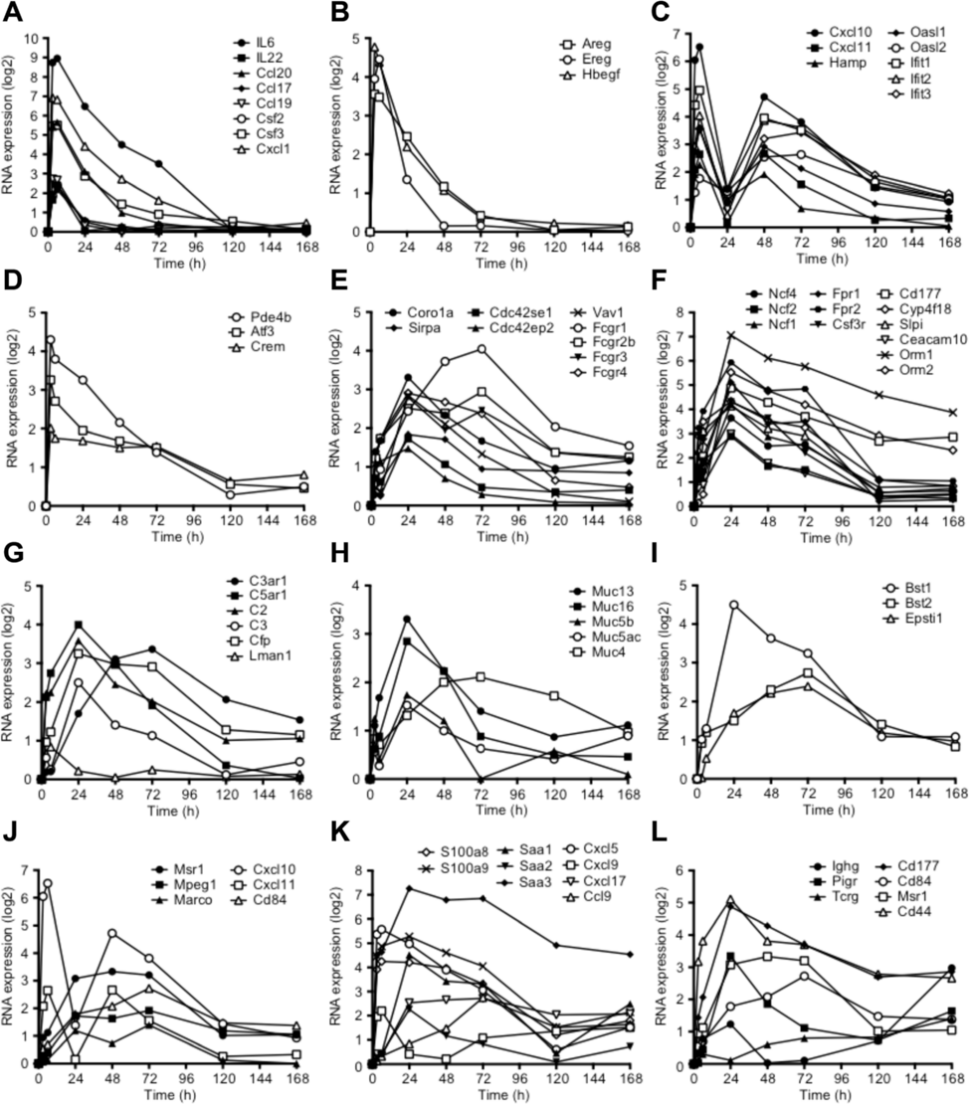
**Gene expression of selected genes. A**-**L.** Expression profiles of selected sets of genes over time after NTHi inoculation plotted as log 2-fold change vs. time 0 (no injection). **A.** Cytokine genes. **B.** EGF family member genes. **C.** Chemokine, anti-bacterial and anti-viral genes. **D**. Genes involved in cAMP signaling. **E**. Phagocytosis genes. **F**. Neutrophil and neutrophil oxidase markers. **G**. Alternative complement genes. **H**. Mucin genes. **I**. Stromal genes. **J**. Macrophage genes. **K**. Antibacterial and cytokine genes that are elevated during the resolution phase. **L**. Lymphocyte and leukocyte markers.

**Figure 4:**
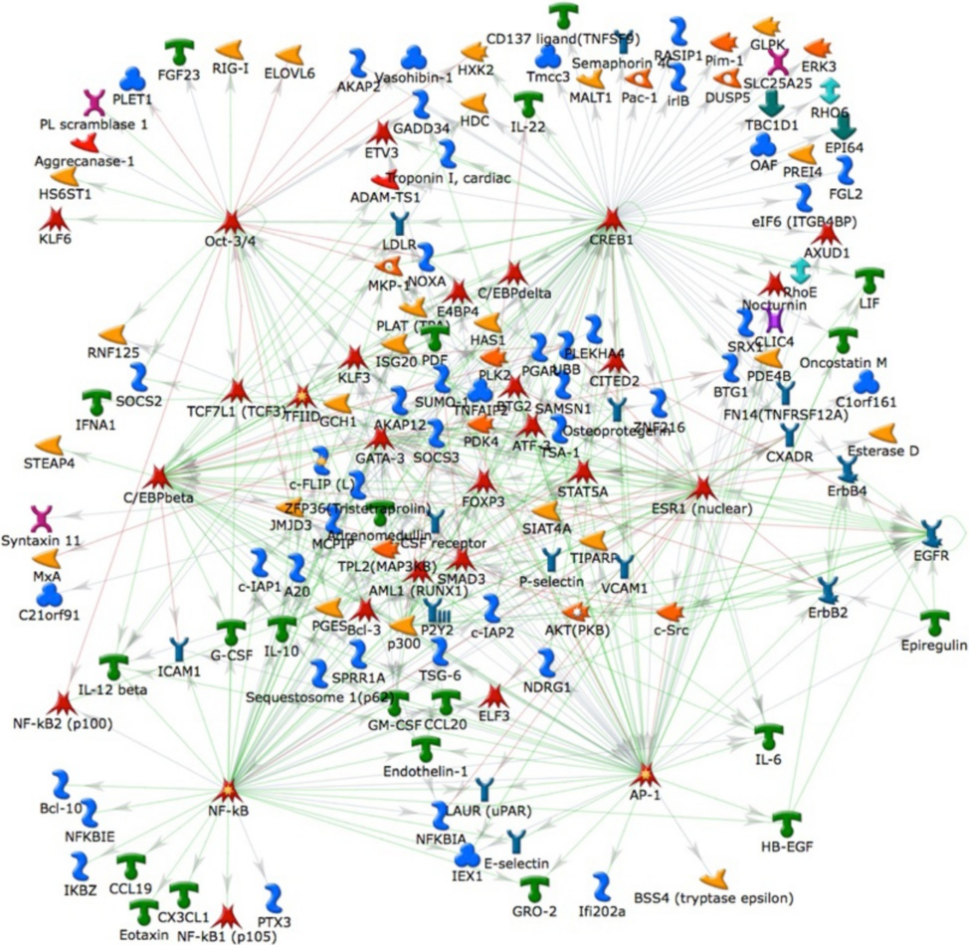
**Dominant TF network analysis of the cluster of genes up-regulated at 3 and 6 hours after NTHi inoculation.** The NFκB and CREB1 networks are most highly represented in the cluster. The lines represent a known stimulatory (green), inhibitory (red) or undefined (grey) interaction between the genes in question. All of the genes in the diagram were up-regulated, with the exception of Oct3/4, TCF7L1, TFIID, CREB1, GATA3, FOXP3, ESR1, p300, AKT (PKB) and c-Src.

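Pathogen sensing by Toll-like receptors (TLRs) leads to the release of CC chemokines, which draw monocytes and other leukocytes. Of 9 monocyte-attracting CC chemokine genes measured, 5 were higher and none lower (8 higher when adjusted over the list alone) at 3 h and 6 were higher and none lower (8 higher when adjusted over the list alone) at 6 h. At 6 h Ccl7 was 5.01-fold higher (log2 fold change 2.33, standard error 0.32, adjusted p = 0.000882). As a list they stood above other genes at 6 h (camera adjusted p = 2.17e-17, or adjusted p = 0.00434 with an estimated correlation). Of 38 TLR and interleukin-1 pathway genes measured, drawn by the study in Fig. 6, 11 were higher and none lower (18 higher when adjusted over the list alone) at 6 h (camera adjusted p = 5.08e-20, or adjusted p = 0.00429 with an estimated correlation). That list was chosen on these samples. The 5 CC chemokine genes higher at 3 h became 1 without NTHi 3 h 2553. The 11 pathway genes higher at 6 h became 4 without saline 6 h 2413 or NTHi 6 h 2416, 5 without saline 6 h 2555 and 7 without NTHi 6 h 2558.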

Similar enrichment results were found using gene set enrichment analysis of KEGG pathways at 3 and 6 h (Additional file 4: Table S3). GSEA also indicated that 18 of the top 20 enriched pathways at 3-6 h are involved in TLR, cytokine, chemokine and innate immune signaling. The other enriched pathways were JAK/STAT signaling and cell death/apoptosis. 

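In epithelial-to-mesenchymal transition (EMT), epithelial cells lose their junctions and keratins and take up a mobile form. Zeb1, Snai and Twist factors direct it, and vimentin and matrix proteases mark it. Of 20 EMT genes measured, none was higher or lower by limma (3 higher and 1 lower at an unadjusted p under 0.05, none when adjusted over the list alone) at 3 h (camera adjusted p = 0.026, or adjusted p = 0.113 with an estimated correlation) and none was higher or lower by limma (0 higher and 1 lower at an unadjusted p under 0.05, 1 lower when adjusted over the list alone) at 6 h. At 24 h 1 was higher and none lower (2 higher when adjusted over the list alone), and Mmp9 was 2.71-fold higher (log2 fold change 1.44, standard error 0.21, adjusted p = 0.000644). Mmp9, a matrix protease, is also made by neutrophils. Of 8 basal and squamous epithelium markers measured, none was higher and 1 lower (2 lower when adjusted over the list alone) at 6 h, and the 1 lower was Trp63 (at least 4.12-fold, adjusted p = 0.000882), a factor of basal cells. The 1 EMT gene higher at 24 h became 2 without either NTHi 6 h array or either NTHi 72 h array. The camera call of the EMT genes at 3 h ended without saline 3 h 2551 or NTHi 3 h 2425 (adjusted p = 0.106 and 0.152).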

Looking specifically at epithelial responses, the NTHi inoculated samples were highly enriched for gene sets in the epithelial response to *H. pylori* and the epithelial to mesenchymal transition (EMT) suggesting that breakdown of the epithelial layer and loss of differentiated phenotype is an early event in AOM. This is supported by the observation that *Zeb1* expression, a marker of EMT [35], is increased at 3-6 h as is the growth factor gene *Hbegf* which promotes EMT in several cell types e.g. [36,37]. 

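ZEB1 represses E-cadherin, and heparin-binding EGF-like growth factor (Hbegf) acts on the EGF receptor. Zeb1 did not differ between NTHi and saline by limma at 3 h (log2 fold change 0.48, adjusted p = 0.46) or 6 h (log2 fold change 0.14, adjusted p = 0.917). Between NTHi and untreated mice it did not pass at 3 h (log2 fold change 0.77, adjusted p = 0.056) or 6 h (log2 fold change 0.40, adjusted p = 0.315). Hbegf rose with saline and with NTHi. Against untreated mice it was 7.71-fold higher in saline mice at 3 h (adjusted p = 0.00208) and 25.6-fold higher in NTHi mice (adjusted p = 1.06e-05). Between NTHi and saline, Hbegf (log2 fold change 1.73, adjusted p = 0.136) did not pass the test at 3 h. Hbegf at 3 h was 16.4-fold without saline 3 h 2323 and 3.61-fold without saline 3 h 2551.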

We have recently shown that HB-EGF is a potent stimulant of ME mucosal growth *in vitro* [38]. 

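Nuclear factor κB (NFκB) is a family of transcription factors held in the cytoplasm by inhibitor proteins until a receptor signals. The genes of the family are themselves among its targets. The list used here for the NFκB family also holds Ikbke, which encodes a kinase and not a factor of the family. Of its 8 genes measured, 2 were higher and none lower (5 higher when adjusted over the list alone) at 3 h with NTHi than with saline. They were Ikbke (log2 fold change 4.19, adjusted p = 0.0258) and Relb (log2 fold change 1.85, adjusted p = 0.0209). Tnfaip3, which encodes an NFκB-induced enzyme that shuts the signal off, was higher at 24 h (log2 fold change 3.13, standard error 0.40, adjusted p = 0.000202). The list stood above other genes at 3 h in camera with its preset correlation (adjusted p = 4.9e-06) and had an adjusted p = 0.00666 with an estimated correlation. Ikbke did not pass without NTHi 3 h 2553 (adjusted p = 0.408). Ikbke was 68.6-fold without saline 3 h 2323 and 4.87-fold without saline 3 h 2551. Relb did not pass without saline 3 h 2323, NTHi 3 h 2425 or NTHi 3 h 2553 (adjusted p = 0.303, 0.0608 and 0.287). The 2 NFκB family genes higher at 3 h became 0 without NTHi 3 h 2553, 1 without saline 3 h 2323 or NTHi 3 h 2425 and 4 without saline 3 h 2551.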

GSEA for transcription factor targets at the 3 h time point indicated that the top 5 gene sets comprised NFκB targets. 

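Interferons switch on a large set of antiviral genes through STAT and IRF factors. Type I interferons act on nearly all cells, and interferon-gamma on macrophages and antigen presentation in particular. Of 32 interferon-stimulated genes measured, 11 were higher and none lower (30 higher when adjusted over the list alone) at 3 h and 28 were higher and none lower (30 higher when adjusted over the list alone) at 6 h (camera adjusted p = 1.45e-58, or adjusted p = 0.00502 with an estimated correlation at 6 h). Of 19 interferon-gamma response genes measured, 8 were higher and none lower (13 higher when adjusted over the list alone) at 6 h. At that time Gbp6 was at least 10.5-fold higher (adjusted p = 0.00102) and Iigp1 was 7.76-fold higher (log2 fold change 2.96, standard error 0.46, adjusted p = 0.00217). Both encode GTPases that act against microbes inside cells. Ifih1 was 4.01-fold higher (log2 fold change 2.00, standard error 0.31, adjusted p = 0.00194), and Mx1 was 12.6-fold higher (log2 fold change 3.65, standard error 0.39, adjusted p = 0.000266). The 11 interferon-stimulated genes higher at 3 h became 2 without NTHi 3 h 2553, 5 without saline 3 h 2323, 17 without NTHi 3 h 2425 and 21 without saline 3 h 2551. The 28 interferon-stimulated genes higher at 6 h became 17 without NTHi 6 h 2416 and 18 without either saline 6 h array.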

At 6 h, NFκB targets still scored highly but IRF/IRF2 targets were also in the top 5 enriched sets consistent with induction of interferon expression and signaling at these early times.

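A biphasic gene rises, falls back and rises again. Of the probe sets called by limma, 177 were higher with NTHi than with saline at both 6 and 48 h. For 63 of them the effect at 24 h was below both. Of these 63, 17 were higher at 24 h as well. The fall from 6 to 24 h passed a test of the difference for 5, and the rise from 24 to 48 h for none (over all probe sets, 2572 differed between 24 and 48 h at an unadjusted p under 0.05). Interferon-stimulated genes were read as a list of 32. At 24 h 4 were higher and none lower (4 higher when adjusted over the list alone), and at 48 h 20 were higher and none lower (30 higher when adjusted over the list alone). Their effect at 24 h against that at 6 h had a mean difference −1.92 on the log2 scale, camera adjusted p = 3.88e-30, or adjusted p = 0.136 with an estimated correlation. For 48 h against 24 h, the mean difference 1.29 on the log2 scale, camera adjusted p = 4.31e-14, or adjusted p = 0.257 with an estimated correlation. The 4 interferon-stimulated genes higher at 24 h became 1 without saline 24 h 2633 or NTHi 24 h 2634 and 2 without saline 24 h 2635 or NTHi 24 h 2636. The 20 interferon-stimulated genes higher at 48 h became 10 without saline 48 h 3825 or NTHi 48 h 4462.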

The second cluster (Figure 2D, Cluster B) contains 53 genes and is characterized by an early peak of expression at 6 h, then a second peak at 48 h. This cluster is enriched for STAT1/2 and IRF1/7/8 targets and the enriched pathways include interferon and JAK/STAT signaling, anti-viral responses, the inflammasome and leukocyte chemotaxis. 

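STAT2 joins with IRF9 in the complex that carries the interferon signal to the nucleus. Irf7 is a target of that complex that amplifies it. Stat2 was higher at 6 h (log2 fold change 1.85, standard error 0.43, adjusted p = 0.0346). At 24 h Stat2 did not pass the test (log2 fold change 0.17, standard error 0.43, adjusted p = 0.942), and at 48 h Stat2 was 3.26-fold higher (log2 fold change 1.71, standard error 0.43, adjusted p = 0.0379). Irf7 was 4.54-fold higher (log2 fold change 2.18, standard error 0.48, adjusted p = 0.0246) at 6 h and 6.46-fold higher (log2 fold change 2.69, standard error 0.48, adjusted p = 0.00634) at 48 h. Stat2 at 6 h did not pass without saline 6 h 2413, saline 6 h 2555 or NTHi 6 h 2416 (adjusted p = 0.213, 0.185 and 0.307). Stat2 at 48 h did not pass without saline 6 h 2413, saline 6 h 2555, saline 48 h 3256, saline 48 h 3825, NTHi 24 h 2634, NTHi 24 h 2636, NTHi 48 h 4462 or NTHi 48 h 3827 (adjusted p = 0.053, 0.0526, 0.168, 0.0913, 0.0505, 0.0505, 0.225 and 0.0511). Irf7 at 6 h did not pass without saline 6 h 2413, saline 6 h 2555 or NTHi 6 h 2416 (adjusted p = 0.265, 0.0692 and 0.241). Irf7 at 48 h did not pass without NTHi 48 h 4462 (adjusted p = 0.0528).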

Interestingly, the *Stat1* and *Stat2* genes themselves show this pattern of expression. The chemokine genes *Cxcl10* (IP-10), and *Cxcl11* (I-TAC) are present in this cluster as are the antimicrobial peptide gene *Hamp*, and the anti-viral genes *Oasl1, Oasl2, Ifit1, Ifit2,* and *Ifit3* (Figure 3C). These latter genes are expressed by macrophages, so we interpret the biphasic expression to indicate that the early expression is from the epithelial and/or dendritic cells and the later expression due to the infiltrating macrophages that appear 48 h after inoculation.

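CXCL10 and CXCL11 draw activated T cells and natural killer cells, hepcidin (Hamp) withholds iron from bacteria, and the Oas and Ifit families sense or block viral RNA. Cxcl10 was 63.0-fold higher (log2 fold change 5.98, standard error 0.50, adjusted p = 3.05e-05) at 6 h and 10.8-fold higher (log2 fold change 3.43, standard error 0.50, adjusted p = 0.00198) at 48 h. At 24 h Cxcl10 did not pass the test (log2 fold change 0.99, standard error 0.50, adjusted p = 0.387). Oasl1 was 11.6-fold higher (log2 fold change 3.53, standard error 0.48, adjusted p = 0.0013) at 48 h, and Ifit2 was 8.35-fold higher (log2 fold change 3.06, standard error 0.47, adjusted p = 0.00255). At 6 h, Ifit1 (log2 fold change 4.72, adjusted p = 0.000314), Ifit2 (log2 fold change 4.35, adjusted p = 0.000266), Ifit3 (log2 fold change 3.45, adjusted p = 0.000601) and Oasl1 (log2 fold change 3.47, adjusted p = 0.000882) were higher. Of 9 measured among the genes named, 9 were higher and none lower (9 higher when adjusted over the list alone) at 6 h, none was higher or lower by limma (3 higher and 0 lower at an unadjusted p under 0.05, 1 higher when adjusted over the list alone) at 24 h and 8 were higher and none lower (9 higher when adjusted over the list alone) at 48 h. The study chose these genes on the same samples. For Cxcl10 the effect fell from 6 to 24 h (log2 difference −4.99, adjusted p = 0.00955). The 8 Cluster B genes higher at 48 h became 4 without saline 48 h 3825 and 5 without saline 48 h 3256 or NTHi 48 h 4462.

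**Figure D3:**
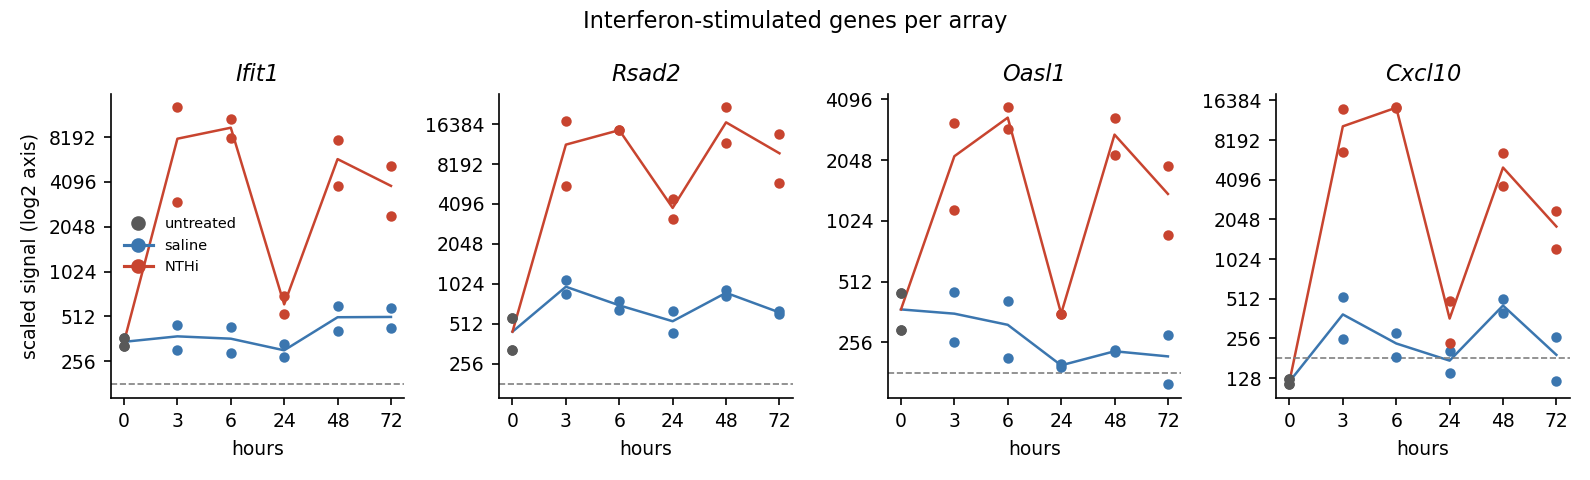
Signal (log2 axis) of Ifit1, Rsad2, Oasl1 and Cxcl10 in untreated mice and after saline or NTHi, with arrays as points, lines through the means of 2 arrays and background as a dashed line. With NTHi the 4 genes stand above saline at 6 and 48 h, with 14450.0 for Cxcl10 at 6 h against 234 with saline.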

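Macrophages carry surface receptors and enzymes that serve as their markers. Of 19 markers measured, none was higher or lower by limma (1 higher and 0 lower at an unadjusted p under 0.05, none when adjusted over the list alone) at 6 h and 5 were higher and none lower (9 higher and 1 lower when adjusted over the list alone) at 48 h. At 48 h Mpeg1 was 2.33-fold higher (log2 fold change 1.22, standard error 0.21, adjusted p = 0.00582) and Fcgr1 was 3.50-fold higher (log2 fold change 1.81, standard error 0.30, adjusted p = 0.00431). Fcgr1 is an Fc receptor that interferon-gamma also induces. In saline mice at 48 h 12 were higher and none lower (13 higher when adjusted over the list alone) than in untreated mice, across the step in receptor probe set signal, so that an effect of saline is open. Of 10 dendritic cell markers measured, none was higher or lower by limma (2 higher and 0 lower at an unadjusted p under 0.05, 2 higher when adjusted over the list alone) at 6 h (camera adjusted p = 0.000408, or adjusted p = 0.0521 with an estimated correlation). The 5 macrophage markers higher at 48 h became 2 without saline 48 h 3256 and 3 without NTHi 48 h 3827. The 12 macrophage markers higher than in untreated mice at 48 h became 6 without untreated 2321 or saline 48 h 3256.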

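Of the probe sets lower with NTHi than with saline at 6 h, 132 were at least 2-fold lower. Mycl, a transcription factor of the MYC family, was at least 3.25-fold lower (adjusted p = 0.00303), and Med22, a subunit of the Mediator complex, was at least 1.66-fold lower (adjusted p = 0.000266).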

Four hundred and forty-one genes are down-regulated during this early phase at 6 h after inoculation. Pathway and process enrichment showed that genes involved in ATP metabolism and WNT signaling were altered. Many of these genes were targets for CREB1 and c-MYC The ability of cAMP to repress genes may be related to the observation that *Pde4b, Atf3,* and *Crem1* are induced during this early phase (Figure 3D) to repress CREB activity. 

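WNT proteins signal through Frizzled receptors and guide growth and renewal of epithelia. Of 31 WNT signaling genes measured, none was higher and 2 lower (2 lower when adjusted over the list alone) at 6 h. They were Wnt9a (at least 1.43-fold, adjusted p = 0.0413) and Fzd3 (log2 fold change −0.93, adjusted p = 0.0423). At 24 h none was higher and 2 lower (7 lower when adjusted over the list alone), and Sfrp2 was 4.56-fold lower (log2 fold change −2.19, standard error 0.26, adjusted p = 0.000103). Its product binds WNT proteins outside the cell. As a list the WNT genes had a camera adjusted p = 0.000261 at 24 h, or 0.0217 with an estimated correlation. Wnt9a did not pass without either untreated array, either saline 6 h array, either saline 24 h array, either saline 48 h array, either NTHi 6 h array or either NTHi 24 h array (adjusted p = 0.0504 to 0.352). Fzd3 did not pass without either saline 6 h array, either saline 24 h array, either NTHi 3 h array, either NTHi 6 h array, either NTHi 24 h array or either NTHi 72 h array (adjusted p = 0.0515 to 0.249). The 2 WNT genes lower at 6 h became 0 without either saline 6 h array, either saline 24 h array, either NTHi 6 h array or either NTHi 24 h array and 1 without either untreated array, either saline 48 h array, either NTHi 3 h array or either NTHi 72 h array. The 2 WNT genes lower at 24 h became 1 without either saline 24 h array or NTHi 24 h 2634 and 4 without either saline 3 h array.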

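Cyclic AMP (cAMP) activates CREB. The enzyme PDE4B breaks cAMP down, and ATF3 and CREM are CREB-related factors that can repress. Pde4b was 3.38-fold higher (log2 fold change 1.76, standard error 0.31, adjusted p = 0.00267) at 24 h with NTHi than with saline. At 6 h Pde4b was higher with NTHi too, a call that did not hold without saline 6 h 2555 or either NTHi 6 h array. At 3 h Pde4b did not pass the test (log2 fold change 0.91, standard error 0.31, adjusted p = 0.234). Atf3 and Crem rose with the injection itself. Atf3 was 43.9-fold higher (log2 fold change 5.46, standard error 0.68, adjusted p = 0.000232) in saline than in untreated mice at 3 h, and Crem was 3.54-fold higher (log2 fold change 1.82, standard error 0.26, adjusted p = 0.000576). Between NTHi and saline at 3 h, neither Atf3 (log2 fold change −0.35, adjusted p = 0.892) nor Crem (log2 fold change −0.10, adjusted p = 0.922) passed the test. Of 17 cAMP response genes measured, 2 were higher and none lower (3 higher when adjusted over the list alone) at 6 h with NTHi, where Ptgs2 (log2 fold change 2.77, adjusted p = 0.000592) had the largest rise. Atf3 was 19.4-fold without untreated 2321 and 99.1-fold without untreated 2499. The 2 cAMP response genes higher at 6 h became 1 without saline 6 h 2555 or either NTHi 6 h array.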

GSEA indicates genes involved in fatty acid oxidation and mitochondrial oxidative phosphorylation and protein translation are enriched in the down-regulated genes. 

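Mitochondria burn fatty acids and transfer the electrons to oxygen by oxidative phosphorylation. Ribosomal proteins set the capacity for translation. Of 24 fatty acid oxidation genes measured, none was higher and 1 lower (2 lower when adjusted over the list alone) at 6 h (camera adjusted p = 0.0316, or adjusted p = 0.376 with an estimated correlation), and the lower one was Cpt1a (log2 fold change −0.87, adjusted p = 0.029), which carries fatty acids into mitochondria. Of 71 oxidative phosphorylation genes, none was higher or lower by limma (0 higher and 5 lower at an unadjusted p under 0.05, none when adjusted over the list alone) at 6 h. By camera the list lay below other genes at the preset correlation only (camera adjusted p = 0.00228, or adjusted p = 0.588 with an estimated correlation), with a mean log2 fold change of −0.26. Of 44 cytosolic ribosomal protein genes, none was higher or lower by limma (0 higher and 1 lower at an unadjusted p under 0.05, none when adjusted over the list alone) at 6 h (camera adjusted p = 0.34, or adjusted p = 0.852 with an estimated correlation). Cpt1a did not pass without saline 6 h 2413, saline 6 h 2555, NTHi 6 h 2416 or NTHi 6 h 2558 (adjusted p = 0.236, 0.134, 0.0925 and 0.158). The 1 fatty acid oxidation gene lower at 6 h became 0 without either saline 6 h array or either NTHi 6 h array. The camera call of the fatty acid oxidation genes at 6 h ended without saline 6 h 2413 or NTHi 6 h 2416 (adjusted p = 0.151 and 0.618). That of the oxidative phosphorylation genes at 6 h ended without saline 6 h 2413 or NTHi 6 h 2416 (adjusted p = 0.113 and 0.861).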

Fatty acid oxidation has long been known to be down-regulated by endotoxins in other tissues e.g. [39]. This is consistent with the switch from differentiated oxidative epithelial cells to proliferative glycolytic mesenchymal cells.

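Glycolysis makes energy without oxygen. Activated leukocytes use it heavily, and so do dividing cells. Of 19 glycolysis genes measured, 8 were higher and none lower (11 higher when adjusted over the list alone) at 24 h and 6 were higher and none lower (12 higher when adjusted over the list alone) at 48 h. At 24 h Slc2a3, a glucose transporter, was 5.20-fold higher (log2 fold change 2.38, standard error 0.28, adjusted p = 8.79e-05), and at 48 h Pfkfb3, an enzyme that speeds glycolysis, was 4.27-fold higher (log2 fold change 2.10, standard error 0.34, adjusted p = 0.00408). At 6 h Slc2a3 was 3.37-fold higher (log2 fold change 1.75, standard error 0.28, adjusted p = 0.00245). The glycolysis list stood above other genes at 24 h (camera adjusted p = 4.15e-09, or adjusted p = 0.0225 with an estimated correlation). Hk3 (log2 fold change 2.28, adjusted p = 0.00237), a hexokinase of leukocytes, was among the genes higher. Hk3 did not pass without saline 24 h 2633 (adjusted p = 0.0627). The 8 glycolysis genes higher at 24 h became 1 without saline 24 h 2633, 2 without NTHi 24 h 2634 and 5 without saline 24 h 2635 or NTHi 24 h 2636. The 6 glycolysis genes higher at 48 h became 2 without saline 48 h 3256 or NTHi 48 h 4462.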

### The bacteriocidal phase

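Neutrophils carry transcripts of granule proteins, receptors and oxidase. Of 16 neutrophil markers, 6 were higher and none lower (12 higher when adjusted over the list alone) at 6 h with NTHi than with saline. At 24 h Cxcl2, another neutrophil chemokine, was 11.2-fold higher (log2 fold change 3.48, standard error 0.56, adjusted p = 0.0015) with NTHi than with saline. Among receptors of microbes, Tlr6 was 5.02-fold higher (log2 fold change 2.33, standard error 0.32, adjusted p = 0.00034) and Clec4n was 3.34-fold higher (log2 fold change 1.74, standard error 0.28, adjusted p = 0.00149). Casp4, a caspase that responds to endotoxin, was 3.68-fold higher (log2 fold change 1.88, standard error 0.32, adjusted p = 0.00209). Ptgs2, which starts prostaglandin synthesis, was 10.7-fold higher (log2 fold change 3.42, standard error 0.36, adjusted p = 4.31e-05). The 6 neutrophil markers higher at 6 h became 0 without saline 6 h 2413 and 1 without NTHi 6 h 2416.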

A large cluster of 510 genes (Figure 2D, Cluster C) showed peak gene expression 24 h after NTHi inoculation. These genes represent ontology groups and pathways including immune and inflammatory response, chemotaxis, phagocytosis, neutrophil activation, immunological synapse formation, alternative complement activation, cytotoxicity, and ROS production. GSEA at 24 h indicated that genes involved in infection, TLR, chemokine and cytokine signaling are enriched as before, but genes involved in phagocytosis are also enriched, including *Vav1, Sirpa, Cdc42se1, Cdc42ep2, Fcgr2b/3,* and *Coro1a* (Figure 3E)*.* This cluster also contains markers for neutrophils (*Csf3r, Fpr2, Cd177, Orm1, Orm2)* and for the neutrophil NADPH oxidase subunits *Ncf1, Ncf2* and *Ncf4* that mediate superoxide burst production (Figure 3F). This coincides with the maximal infiltration of neutrophils that is seen histologically. Also elevated are the genes *S110a8* and *S100a9* that facilitate NADPH oxidase complex formation and activation, and that are prominently expressed in neutrophils*.* Genes involved in alternative activation of the complement pathway (*C5ar1, C2, Cfp, C3, C1qbp,* and *Lman1)* (Figure 3G) and mucin production *(Muc5ac, Muc5b, Muc13,* and *Muc16)* are also induced (Figure 3H), indicating ongoing bacteriocidal activity*.* Stromal genes such as *Bst1/2* and *Epsti1* are elevated consistent with the proliferation of stromal cells (Figure 3I). 

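Phagocytosis begins when Fc receptors bind antibody-coated bacteria, and the NADPH oxidase then makes superoxide in the phagosome. Of 20 Fc receptor and phagocytosis genes measured, 14 were higher and none lower (18 higher when adjusted over the list alone) at 24 h (camera adjusted p = 2.45e-23, or adjusted p = 0.00372 with an estimated correlation). Fcgr4 was 6.60-fold higher (log2 fold change 2.72, standard error 0.32, adjusted p = 8.79e-05), Fcer1g was 4.87-fold higher (log2 fold change 2.28, standard error 0.26, adjusted p = 7.55e-05) and Syk, the kinase below these receptors, was 5.70-fold higher (log2 fold change 2.51, standard error 0.27, adjusted p = 5.37e-05). Of 5 NADPH oxidase genes, 4 were higher and none lower (5 higher when adjusted over the list alone) at 24 h, with Rac2 (log2 fold change 3.26, adjusted p = 5.15e-07), Ncf1 (log2 fold change 3.12, adjusted p = 2.05e-06) and Ncf4 (log2 fold change 2.31, adjusted p = 0.000765). Of 16 neutrophil markers, 11 were higher and none lower (12 higher when adjusted over the list alone). Fpr2, a receptor of bacterial peptides, was 30.1-fold higher (log2 fold change 4.91, standard error 0.44, adjusted p = 1.87e-05), and Orm2 was 9.62-fold higher (log2 fold change 3.27, standard error 0.43, adjusted p = 0.000224). Among the other genes named, Cdc42ep2 was 2.47-fold higher (log2 fold change 1.30, standard error 0.23, adjusted p = 0.00271), while Vav1 (log2 fold change 0.64, adjusted p = 0.254), Coro1a (log2 fold change 1.85, adjusted p = 0.126) and Cdc42se1 (log2 fold change 0.16, adjusted p = 0.89) did not pass. Fcgr2b and Fcgr3 were higher as well, though not without saline 24 h 2633 or NTHi 24 h 2634, and Sirpa did not pass. Of the genes in the paper's sentence on phagocytosis, only Cdc42ep2, Fcgr2b and Fcgr3 passed. The full list of the study's phagocytosis genes holds others too, and in it 5 were higher and none lower at 24 h. The 14 Fc receptor and phagocytosis genes higher at 24 h became 6 without saline 24 h 2633 or NTHi 24 h 2634 and 9 without NTHi 24 h 2636. The 11 neutrophil markers higher at 24 h became 6 without saline 24 h 2633 or NTHi 24 h 2634.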

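S100A8 and S100A9 are abundant in the cytoplasm of neutrophils, properdin (Cfp) stabilizes the alternative complement pathway, and mucins form the gel on the epithelium. S100a8 was 8.36-fold higher (log2 fold change 3.06, standard error 0.45, adjusted p = 0.00202) at 72 h and S100a9 was 9.43-fold higher (log2 fold change 3.24, standard error 0.43, adjusted p = 0.00104). At 24 h S100a9 was 4.60-fold higher (adjusted p = 0.00641). Cfp was 3.30-fold higher (log2 fold change 1.72, standard error 0.30, adjusted p = 0.00237) than with saline at 24 h. C2 (log2 fold change 0.00, adjusted p = 0.999) and C1qbp (log2 fold change 0.02, adjusted p = 0.989) did not pass against saline. Of 16 complement genes measured, 2 were higher and none lower (5 higher and 3 lower when adjusted over the list alone) at 24 h (camera adjusted p = 0.38, or adjusted p = 0.69 with an estimated correlation). Of 16 mucin and secretory genes, 2 were higher and 2 lower (2 higher and 4 lower when adjusted over the list alone) at 24 h and 4 were higher and 1 lower (5 higher and 1 lower when adjusted over the list alone) at 48 h. Muc13 was 3.79-fold higher (log2 fold change 1.92, standard error 0.27, adjusted p = 0.00172) at 48 h, whereas Muc16 was 5.83-fold lower (log2 fold change −2.54, standard error 0.31, adjusted p = 0.000122) at 24 h. Muc5ac (log2 fold change 0.54, adjusted p = 0.88) did not pass at 24 h against saline. The paper's figures of these genes refer to untreated mice. Against untreated mice at 24 h, across the step in signal, C1qbp was 2.18-fold higher (log2 fold change 1.12, standard error 0.29, adjusted p = 0.00803), Muc5ac was 7.58-fold higher (log2 fold change 2.92, standard error 0.82, adjusted p = 0.0134) and Muc5b was higher (log2 fold change 1.68, standard error 0.30, adjusted p = 0.00064), and C2 did not pass (log2 fold change −1.15, adjusted p = 0.0531). Bst1 was 5.95-fold higher (log2 fold change 2.57, standard error 0.30, adjusted p = 7.88e-05) at 24 h, and Epsti1 was 3.03-fold higher (log2 fold change 1.60, standard error 0.21, adjusted p = 0.00113) at 48 h. The paper lists both as stromal genes, and leukocytes express them too. S100a9 at 24 h did not pass without saline 24 h 2633 or NTHi 24 h 2634 (adjusted p = 0.168 and 0.122). S100a9 at 24 h was 7.26-fold without saline 24 h 2635. C1qbp did not pass without untreated 2499 or NTHi 24 h 2634 (adjusted p = 0.0677 and 0.0661). Muc5ac did not pass without untreated 2499 or NTHi 24 h 2636 (adjusted p = 0.11 and 0.123). Muc5ac was 12.1-fold without untreated 2321 and 12.6-fold without NTHi 24 h 2634. The 2 complement genes higher at 24 h became 1 without either saline 24 h array or either NTHi 24 h array. The 2 mucin and secretory genes higher at 24 h became 0 without saline 24 h 2633 or NTHi 24 h 2634 and 1 without NTHi 24 h 2636. The 2 mucin and secretory genes lower at 24 h became 1 without either saline 24 h array or NTHi 24 h 2634. The 4 mucin and secretory genes higher at 48 h became 1 without saline 48 h 3256 or NTHi 48 h 4462 and 2 without saline 48 h 3825. The 1 mucin and secretory gene lower at 48 h became 0 without saline 48 h 3825 or NTHi 48 h 4462.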

Interactome connectivity analysis of the transcription factors driving this expression pattern showed that PU.1 was the most over-connected (Additional file 3: Table S2; Additional file 5: Figure S2), along with SP1 and STAT3. The largest transcription factor networks, however, were derived from CREB, SP1, and c-MYC indicating that quantitatively these TFs have more targets, but that their targets are not as enriched as those for PU.1 (Additional file 3: Table S2).

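Among the genes lower at 24 h are some of bone, of the matrix and of the metabolism of foreign compounds. Phex, a gene of bone-forming cells, was 6.94-fold lower (log2 fold change −2.80, standard error 0.28, adjusted p = 2.71e-05) with NTHi than with saline. Coch, a matrix protein of the ear, was 3.79-fold lower (log2 fold change −1.92, standard error 0.27, adjusted p = 0.00039), and Sult1a1, which detoxifies phenols, was at least 2.80-fold lower (adjusted p = 0.000106). Itgbl1 was at least 1.89-fold lower (adjusted p = 0.00121) as well.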

There is also a cluster of 358 genes that are down-regulated 24 h after NTHi inoculation (Additional file 2: Figure S1, Cluster F). These genes represent ontology groups related to microtubule-based movement, ciliary morphogenesis, and cell projection organization consistent with de-differentiation and possibly the loss of ciliated epithelial cells. 

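Motile cilia are built on microtubules moved by dynein arms, and beat to clear mucus from the ME. Of 53 motile cilia genes measured, none was higher and 8 lower (17 lower when adjusted over the list alone) at 24 h and none was higher and 16 lower (38 lower when adjusted over the list alone) at 48 h. Dcdc2a was at least 1.71-fold lower (adjusted p = 0.000962) at 24 h. It encodes a protein that binds microtubules. The list lay below other genes at 24 h (camera adjusted p = 4.11e-11, or adjusted p = 0.139 with an estimated correlation) and at 48 h (camera adjusted p = 2.6e-16, or adjusted p = 0.0685 with an estimated correlation). The direction at 24 and 48 h is that of 52 and 51 of the 53 genes. At 72 h none was higher or lower by limma (0 higher and 22 lower at an unadjusted p under 0.05, 1 lower when adjusted over the list alone). The 8 cilia genes lower at 24 h became 1 without saline 24 h 2633, 2 without NTHi 24 h 2634, 4 without NTHi 24 h 2636 and 5 without saline 24 h 2635. The 16 cilia genes lower at 48 h became 0 without NTHi 48 h 4462, 4 without saline 48 h 3825, 5 without saline 48 h 3256, 9 without either saline 24 h array and 10 without either saline 6 h array, either NTHi 3 h array or either NTHi 24 h array.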

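Ecrg4 encodes a secreted peptide of epithelia at rest that slows cell division and is lost after injury. Ecrg4 was 3.79-fold lower (log2 fold change −1.92, standard error 0.30, adjusted p = 0.00113) at 24 h with NTHi than with saline. Its signal was 628 ± 56.9 (SD, n = 2) with NTHi, 2376 ± 106 with saline and 3310.0 ± 444 in untreated mice. At 72 h Ecrg4 did not pass the test (log2 fold change −0.24, standard error 0.30, adjusted p = 0.927).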

We have previously reported that induced expression of one of these genes, *Ecrg4*, decreases the growth of infected ME mucosa, and reduces leukocyte infiltration of the ME during OM [40]. 

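Cytochromes, glutathione transferases and sulfotransferases of airway epithelium clear foreign compounds. Collagens and laminins form the matrix under it, and TGFβ, BMP and hedgehog signals pattern the tissue. Of 30 xenobiotic metabolism genes measured, none was higher and 13 lower (17 lower when adjusted over the list alone) at 24 h (camera adjusted p = 1.71e-14, or adjusted p = 0.0191 with an estimated correlation). Adh1 was 4.15-fold lower (log2 fold change −2.05, standard error 0.34, adjusted p = 0.00181), Fmo2 was 3.52-fold lower (log2 fold change −1.81, standard error 0.30, adjusted p = 0.00162) and Cyp2f2 was 3.06-fold lower (log2 fold change −1.61, standard error 0.23, adjusted p = 0.000553). Of 32 TGFβ and BMP genes, none was higher and 6 lower (8 lower when adjusted over the list alone) (camera adjusted p = 0.0021, or adjusted p = 0.0313 with an estimated correlation). Of 32 extracellular matrix genes, none was higher and 4 lower (5 lower when adjusted over the list alone) (camera adjusted p = 5.97e-05, or adjusted p = 0.13 with an estimated correlation). Of 26 junction genes, none was higher or lower by limma (1 higher and 4 lower at an unadjusted p under 0.05, none when adjusted over the list alone). Of 13 hedgehog genes, none was higher and 1 lower (2 lower when adjusted over the list alone), and of the 71 oxidative phosphorylation genes, none was higher or lower by limma (0 higher and 1 lower at an unadjusted p under 0.05, none when adjusted over the list alone). The 13 xenobiotic genes lower at 24 h became 8 without saline 24 h 2633. The 6 TGFβ and BMP genes lower at 24 h became 0 without either saline 24 h array or either NTHi 24 h array and 3 without saline 6 h 2413 or either saline 48 h array. The 4 matrix genes lower at 24 h became 0 without NTHi 24 h 2634, 1 without saline 24 h 2635 and 2 without saline 24 h 2633. The 1 hedgehog gene lower at 24 h became 0 without either saline 24 h array or NTHi 24 h 2634.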

GSEA showed enrichment of genes involved in fatty acid and amino acid metabolism and oxidative phosphorylation similar to the genes down-regulated at 6 h, but also showed decreases in drug and xenobiotic metabolism, extracellular matrix interaction, tight junction formation, and hedgehog and TGFβ signaling in agreement with the progressive epithelial-to-mesenchymal transformation.

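Serum amyloid A and haptoglobin (Hp) are acute-phase proteins, and Slpi inhibits the proteases of neutrophils. Of the probe sets higher with NTHi than with saline, 204 were higher at both 48 and 72 h, where 5.83 would overlap by chance. At 72 h Saa3, an acute-phase protein of mucosa, was 40.7-fold higher (log2 fold change 5.35, standard error 0.55, adjusted p = 0.000193), and Ccl9, a chemokine of myeloid cells, was 2.78-fold higher (log2 fold change 1.47, standard error 0.23, adjusted p = 0.00284). Hp was 3.59-fold higher (log2 fold change 1.84, standard error 0.23, adjusted p = 0.000915) at 48 h, and Slpi was 4.62-fold higher (log2 fold change 2.21, standard error 0.25, adjusted p = 0.000474). Of 20 antimicrobial and acute-phase genes, 7 were higher and none lower (10 higher when adjusted over the list alone) at 48 h and 8 were higher and none lower (11 higher when adjusted over the list alone) at 72 h. No probe set had a different effect at 72 h than at 48 h by limma (1636 at an unadjusted p under 0.05). The 7 antimicrobial and acute-phase genes higher at 48 h became 4 without saline 48 h 3825. The 8 antimicrobial and acute-phase genes higher at 72 h became 5 without saline 72 h 3385 or NTHi 72 h 3829.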

A subsequent peak of gene expression occurs at 48-72 h (Figure 2D, Cluster D). This cluster contains 164 genes and consisted of genes involved in the alternative complement pathway, CCL2 signaling, chemotaxis, phagocytosis that are significantly up-regulated at this relatively late stage. This cluster included macrophage specific markers such as *Marco, Msr1, Mpeg1,* and *Cd84,* indicating the infiltration of macrophages at this time point (Figure 3J). These responses are consistent with tissue remodeling and the initial stages of cognate immunity. 

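CCL2, CCL7 and CCL12 bind the receptor CCR2, by which monocytes leave the marrow and enter inflamed tissue. Ccl7 was 11.4-fold higher (log2 fold change 3.51, standard error 0.32, adjusted p = 0.000118) at 72 h, Ccl12 was 6.20-fold higher (log2 fold change 2.63, standard error 0.36, adjusted p = 0.00143) and Ccl2 was 6.79-fold higher (log2 fold change 2.76, standard error 0.36, adjusted p = 0.000982). At 48 h Ccl12 was 4.38-fold higher (log2 fold change 2.13, standard error 0.36, adjusted p = 0.00507). Of 9 CC chemokine genes, 6 were higher and none lower (8 higher when adjusted over the list alone) at 48 h and 8 were higher and none lower (9 higher when adjusted over the list alone) at 72 h (camera adjusted p = 4.77e-21, or adjusted p = 0.00372 with an estimated correlation). Of 16 complement genes, 2 were higher and 1 lower (5 higher and 2 lower when adjusted over the list alone) at 48 h (camera adjusted p = 0.82, or adjusted p = 0.912 with an estimated correlation). Of 20 Fc receptor and phagocytosis genes, 13 were higher and none lower (17 higher when adjusted over the list alone) at 48 h, where Fcgr4 (log2 fold change 2.51, adjusted p = 0.000915) was among those higher. The 6 CC chemokine genes higher at 48 h became 3 without saline 48 h 3256. The 8 CC chemokine genes higher at 72 h became 5 without NTHi 72 h 3829. The 2 complement genes higher at 48 h became 0 without saline 48 h 3825 or NTHi 48 h 4462 and 1 without NTHi 48 h 3827. The 1 complement gene lower at 48 h became 0 without either saline 48 h array or NTHi 48 h 4462 and 2 without NTHi 48 h 3827. The 13 Fc receptor and phagocytosis genes higher at 48 h became 5 without NTHi 48 h 4462, 7 without saline 48 h 3256 and 8 without saline 48 h 3825.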

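MARCO and MSR1 are scavenger receptors with which macrophages take up bacteria, MPEG1 forms pores in engulfed bacteria, and CD84 is an adhesion receptor of leukocytes. Msr1 was 3.49-fold higher (log2 fold change 1.80, standard error 0.22, adjusted p = 0.000509) at 72 h. At 24 h Mpeg1 was 4.21-fold higher (log2 fold change 2.08, standard error 0.21, adjusted p = 3.34e-05) and Cd84 was 2.89-fold higher (log2 fold change 1.53, standard error 0.20, adjusted p = 0.000224). The effect of Mpeg1 at 72 h against that at 24 h was not separated (adjusted p = 0.3). Marco (log2 fold change 3.31, adjusted p = 0.294) did not pass the test at 72 h. Of 19 macrophage markers, 7 were higher and none lower (9 higher when adjusted over the list alone) at 72 h (camera adjusted p = 8.91e-10, or adjusted p = 0.0275 with an estimated correlation). In saline mice 13 were higher and none lower (15 higher when adjusted over the list alone) than in untreated mice at 72 h, across the step in receptor probe set signal. The 7 macrophage markers higher at 72 h became 2 without NTHi 72 h 3829 and 3 without saline 72 h 3828. The 13 macrophage markers higher than in untreated mice at 72 h became 5 without saline 72 h 3385 and 7 without untreated 2321.

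**Figure D4:**
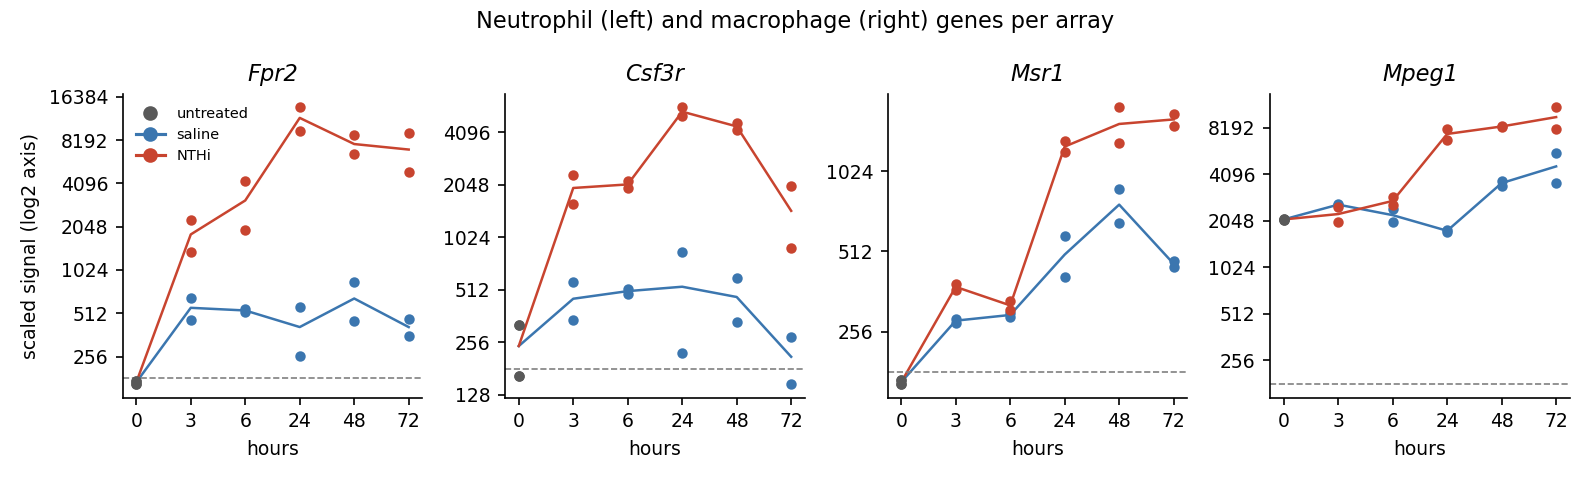
Signal (log2 axis) of the neutrophil genes Fpr2 and Csf3r and the macrophage genes Msr1 and Mpeg1 in untreated mice and after saline or NTHi, with arrays as points, lines through the means of 2 arrays and background as a dashed line. Msr1 reaches 1606 with NTHi at 72 h and 460.1 with saline.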

The most significant TF was the macrophage specific factor PU.1. A cluster of 98 genes showed repressed expression between 24-48 h. 

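Periostin (Postn) and cochlin (Coch) are proteins of the extracellular matrix. Of the probe sets lower with NTHi than with saline at 24 h, 113 were lower at 48 h too, where 7.56 would overlap by chance. All 396 probe sets called at both times went the same way. At 48 h Postn, a matrix protein of fibroblasts, was 2.57-fold lower (log2 fold change −1.36, standard error 0.20, adjusted p = 0.00246), and Coch was 3.76-fold lower (log2 fold change −1.91, standard error 0.27, adjusted p = 0.00167). Of 32 extracellular matrix genes, none was higher and 3 lower (8 lower when adjusted over the list alone) at 48 h (camera adjusted p = 0.0134, or adjusted p = 0.352 with an estimated correlation). The 3 matrix genes lower at 48 h became 1 without saline 48 h 3256 or NTHi 48 h 4462 and 5 without either saline 72 h array. The camera call of the matrix genes at 48 h ended without NTHi 48 h 4462 (adjusted p = 0.0598).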

Within this gene set, transcripts representing morphogenesis and development predominated.

### The resolution phase

By 5 to 7d after NTHi inoculation, the ME mucosa has remodeled mostly back to baseline, and the inflammatory cell infiltrate has disappeared. While most genes had returned to pre-inoculation levels, 164 genes remained significantly up-regulated 7d after NTHi inoculation. Amongst these transcripts, the orosomucoid genes *Orm1/2* (Figure 3F), serum amyloid genes *Saa1/2/3*, and the *S100a8/9* genes (Figure 3K) exhibited continued expression compared to saline, suggesting ongoing anti-bacterial surveillance. Markers such as *Msr1, CD177, Cd84, Ccl9* and *CXCL5/9/17* are still elevated indicating the continued presence of leukocytes and, interestingly, lymphocyte marker genes such as *CD3, Pigr, Igh,* and *Tcrg* are observed, indicating the induction of cognate immunity (Figure 3L). In contrast, genes encoding innate immune receptors and signaling molecules were not represented, consistent with a lack of any type of “memory” that could be associated with enhanced long-term expression of genes in the innate immune system.

### Participation of cell types during AOM with NTHi

Additional analytical tools were used to track the appearance of specific leukocytes during the course of AOM. In particular, GSEA was applied using gene sets derived from human hematopoetic cell profiling and other immunological signature data sets. This analysis provided an analysis of cell infiltration between NTHi versus saline injection by the simultaneous analyzing of numerous sets of genes typically expressed in leukocyte subsets not just known cellular marker genes. 

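Myeloid cells that meet bacterial lipids make cytokines and chemokines. At 3 h, of 19 macrophage markers measured, none was higher or lower by limma (2 higher and 0 lower at an unadjusted p under 0.05, none when adjusted over the list alone), and of 10 dendritic cell markers, none was higher or lower by limma (0 higher and 0 lower at an unadjusted p under 0.05, none when adjusted over the list alone) (camera adjusted p = 0.0745, or adjusted p = 0.311 with an estimated correlation). At 6 h Ccl4 (log2 fold change 3.18, adjusted p = 0.000314) and Cd274 (at least 11.2-fold, adjusted p = 0.000436) were higher. Cd274 was at least 9.01-fold higher (adjusted p = 0.000302) at 24 h. It encodes PD-L1, which restrains T cells.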

After 3-6 h of inoculation, the top 20 enriched gene sets are all derived from LPS-stimulated monocytes, macrophages or DCs (Additional file 4: Table S3). Since macrophages are typically not observed in the ME at this time [19], this suggests the presence and response of dendritic cells which can be difficult to identify in H & E sections. At 24 h, thirteen of the top 20 gene sets are monocyte derived, but gene sets from T-cells, neutrophils and eosinophils are also enriched. This confirms the data above regarding neutrophil-specific markers. 

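Lists of marker genes track which leukocytes are present. Csf3r, a receptor of neutrophils, was 9.90-fold higher (log2 fold change 3.31, standard error 0.54, adjusted p = 0.00362) at 48 h. Of 9 T-cell markers, none was higher or lower by limma (0 higher and 0 lower at an unadjusted p under 0.05, none when adjusted over the list alone) at 24 h (camera adjusted p = 0.509, or adjusted p = 0.707 with an estimated correlation). None of the 7 eosinophil markers listed had a probe set of its own above background on at least 2 arrays, so that these cells could not be followed. Of 16 neutrophil markers, 8 were higher and none lower (10 higher when adjusted over the list alone) at 72 h, and of 19 macrophage markers, 7 were higher and none lower (10 higher and 3 lower when adjusted over the list alone) at 24 h (camera adjusted p = 7.46e-05, or adjusted p = 0.126 with an estimated correlation). Of the receptors of neutrophils and monocytes, Trem1 was 5.49-fold higher (log2 fold change 2.46, standard error 0.36, adjusted p = 0.000686) and Clec4d was 8.33-fold higher (log2 fold change 3.06, standard error 0.36, adjusted p = 9.94e-05) at 24 h. The 7 macrophage markers higher at 24 h became 4 without saline 24 h 2633.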

While we do not see eosinophil and T-cell markers in our cluster analysis, this may reflect that the genes did not reach significance due to the multiple testing correction, or they did not appear in any particular cluster. Monocyte gene sets are again predominant at 48-72 h in agreement with the appearance of macrophage specific markers, but gene sets derived from the response to viral infections or vaccine treatment are also enriched. 

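Viral infection and vaccination induce interferon-stimulated genes, and cytotoxic cells bring granzymes. Of 32 interferon-stimulated genes, 17 were higher and none lower (31 higher when adjusted over the list alone) at 72 h (camera adjusted p = 5.8e-41, or adjusted p = 0.00839 with an estimated correlation). At 72 h Bst2, which tethers viruses to the cell, was 4.71-fold higher (log2 fold change 2.23, standard error 0.25, adjusted p = 0.000244), and Oas3 was at least 3.87-fold higher (adjusted p = 0.00322). At 48 h Rsad2 was 18.4-fold higher (log2 fold change 4.20, standard error 0.47, adjusted p = 0.00047). Fcgr1, a receptor of activated monocytes, was 5.89-fold higher (log2 fold change 2.56, standard error 0.30, adjusted p = 0.000298) at 72 h. Of 6 natural killer and cytotoxic cell markers, 2 were higher and none lower (4 higher when adjusted over the list alone) at 72 h (camera adjusted p = 3.68e-06, or adjusted p = 0.0271 with an estimated correlation). Of 6 B and plasma cell markers, none was higher or lower by limma (0 higher and 2 lower at an unadjusted p under 0.05, 2 lower when adjusted over the list alone). Of 9 T-cell markers, 1 was higher and none lower (2 higher and 1 lower when adjusted over the list alone) (camera adjusted p = 0.0328, or adjusted p = 0.214 with an estimated correlation). The 17 interferon-stimulated genes higher at 72 h became 6 without NTHi 72 h 3829 and 11 without either saline 72 h array. The 2 cytotoxic cell markers higher at 72 h became 0 without saline 72 h 3385 or NTHi 72 h 3829 and 1 without either saline 6 h array, saline 72 h 3828, either NTHi 3 h array, either NTHi 6 h array or either NTHi 24 h array. The 1 T-cell marker higher at 72 h became 0 without either saline 6 h array, either saline 24 h array, saline 72 h 3828, either NTHi 3 h array, either NTHi 24 h array, either NTHi 48 h array or NTHi 72 h 3829. The camera call of the T-cell markers at 72 h ended without saline 72 h 3828 or NTHi 72 h 3829 (adjusted p = 0.369 and 0.135).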

At later times, the top enriched gene sets are derived from vaccine-stimulated, virally-infected and lupus derived peripheral blood mononuclear cells and T-cell derived gene sets. These enriched T-cell gene sets indicate that lymphocytes involved in the adaptive immune response remain in the ME mucosa after resolution of the acute infection, however the presence of these lymphocytes is not easily observed by routine H & E staining of the ME.

### Both pro- and anti-inflammatory cytokine and cytokine signaling genes are up-regulated rapidly in response to NTHi

As pro-inflammatory cytokine signaling ontology groups are represented both at the early induction and middle bacteriocidal stages of AOM, we evaluated the expression profile of cytokine signaling genes during NTHi infection. Figure 3A shows that NTHi up-regulates expression of IL-6 by approximately 500-fold at 3-6 h after inoculation. 

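Interleukin-6 drives the acute-phase response and is made by epithelium, stroma and macrophages within hours. In untreated mice the Il6 signal was below background on both arrays, so that folds against them are lower bounds. Il6 was at least 99.8-fold higher (adjusted p = 3.89e-08) with NTHi at 3 h, and at 6 h it was at least 106-fold higher (adjusted p = 3.35e-08). Saline gave much of this. Il6 was at least 54.4-fold higher (adjusted p = 3.78e-07) in saline than in untreated mice at 3 h. Against saline Il6 did not pass the test (log2 fold change 0.87, standard error 0.47, adjusted p = 0.478) at 3 h. The Il6 signal with NTHi was 18080.0 ± 2380.0 (SD, n = 2) at 3 h and 19190.0 ± 1990.0 at 6 h, and with saline 9821 ± 174 at 3 h.

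**Figure D5:**
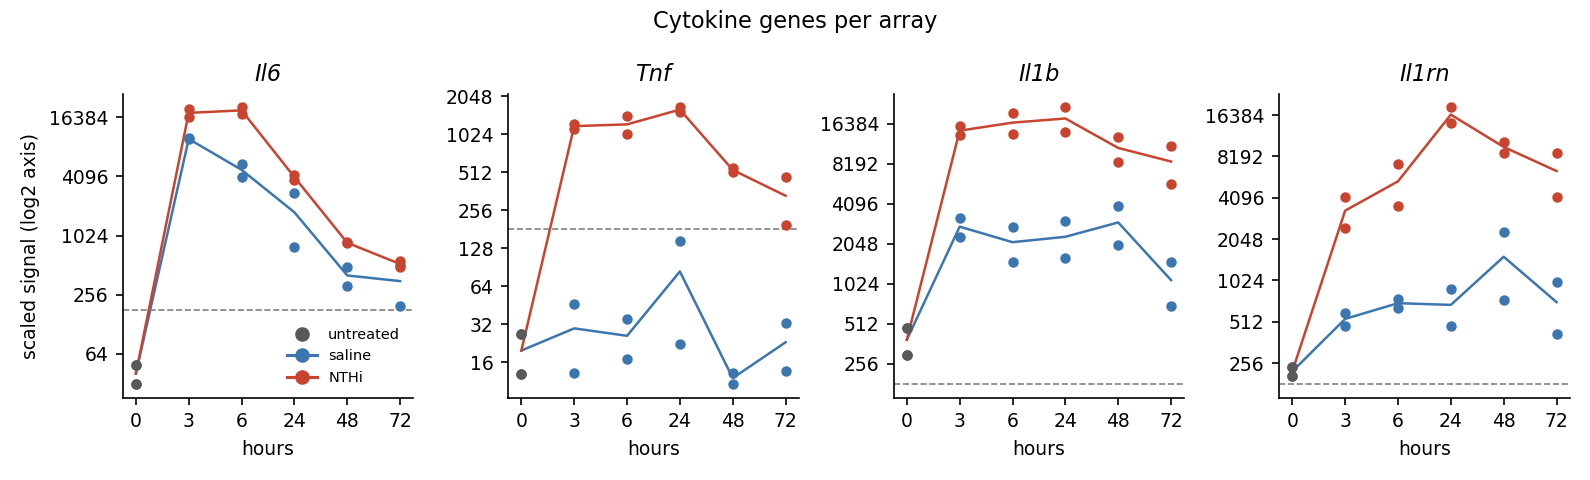
Signal (log2 axis) of Il6, Tnf, Il1b and Il1rn in untreated mice and after saline or NTHi, with arrays as points, lines through the means of 2 arrays and background as a dashed line. Il6 is high with both injections at 3 h, with 18080.0 for NTHi and 9821 for saline.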

The IL-6 peak declines, followed by significant increases in other general pro-inflammatory cytokines such as IL-1 beta (60X) and TNF-alpha (130X) peaking at 24 h after NTHi inoculation. 

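Interleukin-1β is released by inflammasomes and tumor necrosis factor by macrophages and neutrophils, and both open the vessels to leukocytes. Il1b was 46.5-fold higher (log2 fold change 5.54, standard error 0.47, adjusted p = 8.3e-07) with NTHi at 24 h than in untreated mice, across the step in receptor probe set signal. Against saline Il1b was 8.00-fold higher (log2 fold change 3.00, standard error 0.47, adjusted p = 0.00106) at 24 h and 8.18-fold higher (log2 fold change 3.03, standard error 0.47, adjusted p = 0.00205) at 6 h. Tnf was below background in untreated and saline mice. Tnf was at least 8.92-fold higher (adjusted p = 2.66e-05) with NTHi at 24 h than in untreated mice. With NTHi the Tnf signal was 1611 ± 96.8 (SD, n = 2) at 24 h, 1230.0 ± 272 at 6 h and 535 ± 27.1 at 48 h. Neither gene had a different effect at 24 h than at 6 h (adjusted p = 0.998 for Il1b and 0.973 for Tnf).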

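The interleukin-1 receptor antagonist (Il1rn) occupies the receptor without a signal, and interleukin-10 quiets macrophages. Il1rn was 73.7-fold higher (log2 fold change 6.20, standard error 0.53, adjusted p = 8.84e-07) with NTHi at 24 h than in untreated mice, a comparison that spans the step in receptor probe set signal. Against saline Il1rn was 25.3-fold higher (log2 fold change 4.66, standard error 0.53, adjusted p = 6.98e-05). Il10 was at least 5.61-fold higher (adjusted p = 0.000245) with NTHi than in untreated mice at 3 h, where it was at or below background in untreated mice. At 6 h it was higher too (adjusted p = 0.000443).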

Pro-inflammatory cytokine expression was accompanied by up-regulation in anti-inflammatory cytokines such as IL-1 receptor antagonist (130X), which competes for binding to the IL-1 receptor, and IL-10 (9X at 3-6 h) (Additional file 5: Figure S2).

Regulation of genes in the downstream JAK/STAT pathway was visualized on a pathway diagram, in which expression relative to pre-inoculation levels were color-coded across time (Figure 5). 

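Cytokine receptors signal through JAK kinases and STAT factors, and phosphatases and SOCS proteins end the signal. Of 35 genes of the pathway diagram measured, 3 were higher and none lower (7 higher when adjusted over the list alone) at 6 h and 2 were higher and none lower (6 higher when adjusted over the list alone) at 24 h. The study chose the list on these samples. Ptpn6, the phosphatase SHP-1 of leukocytes, was 4.41-fold higher (log2 fold change 2.14, standard error 0.32, adjusted p = 0.000736) at 24 h. The 3 pathway genes higher at 6 h became 0 without saline 6 h 2555 or NTHi 6 h 2416 and 1 without saline 6 h 2413 or NTHi 6 h 2558. The 2 pathway genes higher at 24 h became 1 without saline 24 h 2633 or either NTHi 24 h array.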

In general, both pro- and anti-inflammatory elements within the network were activated with very similar kinetics, characterized by early up-regulation. An exception was CAV1, a direct negative regulator of STATs, which was down-regulated early, then up-regulated later in OM.

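Caveolin-1 coats membrane pits of endothelium, fibroblasts and epithelium, and binds signaling proteins. Cav1 did not pass the limma test against untreated mice with NTHi at 3 h (log2 fold change 0.09, standard error 0.30, adjusted p = 0.907) or 6 h (log2 fold change −0.05, standard error 0.30, adjusted p = 0.944). The unadjusted p was 0.77 and 0.871. Between NTHi and saline it did not pass at 6 h (log2 fold change −0.34, adjusted p = 0.765) or 72 h (log2 fold change −0.80, adjusted p = 0.339). Its signal was 1785 ± 336 (SD, n = 2) in untreated mice, 1881 ± 49.8 at 3 h with NTHi and 2482 ± 657 at 72 h with NTHi.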

**Figure 5:**
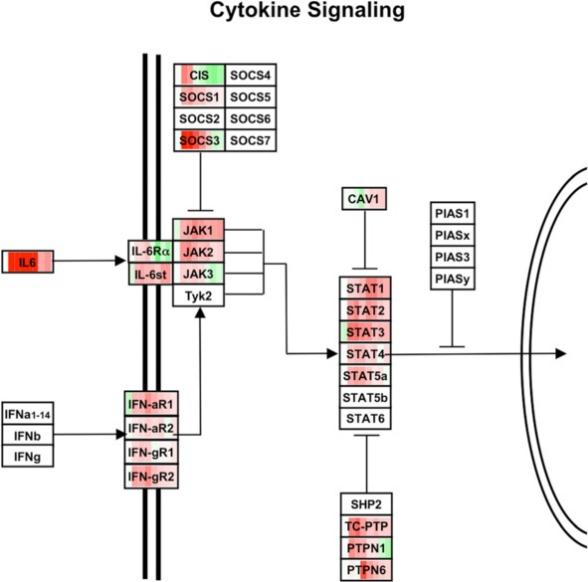
**Regulation of genes in the JAK/STAT signaling pathway.** Diagrammatic representation of responses for genes involved in JAK/STAT signaling. For each gene, expression has been represented relative to 0 h across the course of AOM, from 3 h to 7d; with white representing no change, red: up-regulation and green: down-regulation. The degree of regulation is indicated by color intensity. Both proinflammatory and anti-inflammatory signaling genes are regulated with similar kinetics. An exception is the STAT inhibitor CAV1, which is down-regulated early in AOM.

### Innate immune signaling genes are up-regulated in AOM with NTHi

The kinetics of the pro-inflammatory cytokine profile seen in the NTHi-treated groups suggested that signaling through TLRs was important in initiating the inflammatory response in AOM. These changes are visualized on the TLR/IL1 signaling pathway diagram as for the JAK/STAT pathway before (Figure 6). Although none of the TLRs was up-regulated significantly with sham inoculation, several were up-regulated with NTHi (Additional file 5: Figure S2). 

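Toll-like receptors recognize bacterial lipids, flagellin and nucleic acids. Of 17 TLR genes and adaptors measured, 5 were higher and none lower (6 higher when adjusted over the list alone) at 6 h and 5 were higher and none lower (10 higher when adjusted over the list alone) at 24 h between NTHi and saline. In saline mice against untreated mice, 2 were higher and none lower (2 higher when adjusted over the list alone) at 6 h and 4 were higher and 2 lower (4 higher and 2 lower when adjusted over the list alone) at 72 h, the latter across the step in receptor probe set signal. At 24 h Tlr1 (log2 fold change 1.41, adjusted p = 0.021) was among the genes higher with NTHi than with saline. Tlr1 did not pass without saline 24 h 2633, saline 24 h 2635, NTHi 24 h 2634 or NTHi 24 h 2636 (adjusted p = 0.244, 0.0689, 0.161 and 0.118). The 5 TLR genes higher at 6 h became 1 without either saline 6 h array or either NTHi 6 h array. The 5 TLR genes higher at 24 h became 3 without saline 24 h 2633 or NTHi 24 h 2634. The 4 TLR genes higher than in untreated mice at 72 h became 1 without either untreated array or saline 72 h 3385. The 2 TLR genes lower than in untreated mice at 72 h became 0 without either untreated array and 1 without either saline 6 h array, either saline 24 h array, either saline 72 h array or either NTHi 3 h array.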

TLR2 was strongly induced in the NTHi treated group, with significant increases occurring 3 h after inoculation and peaking at 24 h (40X). 

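TLR2 binds bacterial lipoproteins, which NTHi sheds. Tlr2 was 4.01-fold higher (log2 fold change 2.00, standard error 0.25, adjusted p = 0.000436) at 6 h, 6.09-fold higher (log2 fold change 2.61, standard error 0.25, adjusted p = 2.57e-05) at 24 h and 3.22-fold higher (log2 fold change 1.69, standard error 0.25, adjusted p = 0.00228) at 48 h between NTHi and saline. At 3 h it was 3.63-fold higher (log2 fold change 1.86, standard error 0.25, adjusted p = 0.0028). Against untreated mice it was 8.11-fold higher at 24 h (adjusted p = 7.3e-07), across the step in receptor probe set signal. Its signal was 4675 ± 494 (SD, n = 2) with NTHi at 24 h, 767 ± 83.8 with saline and 576 ± 40.2 in untreated mice. The effect at 24 h did not differ from that at 3 h (adjusted p = 0.527). Tlr2 at 3 h did not pass without NTHi 3 h 2553 (adjusted p = 0.0786).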

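TLR13 is a receptor of endosomes that responds to bacterial RNA. Tlr13 was 4.92-fold higher (log2 fold change 2.30, standard error 0.30, adjusted p = 0.000227) at 24 h between NTHi and saline. Its signal was 1848 ± 28.9 (SD, n = 2) with NTHi, 389 ± 143 with saline and 311 ± 106 in untreated mice. At 3 h Tlr13 did not pass the test (log2 fold change 0.47, standard error 0.30, adjusted p = 0.562).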

TLR13 was induced 5-X in NTHi treated groups compared to sham at 24 h after NTHi inoculation, though the function of this murine-specific TLR has not been defined to date. 

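TLR4 senses the lipooligosaccharide of NTHi, with CD14 delivering it. Tlr4 did not pass the limma test between NTHi and saline at 6 h (log2 fold change 0.03, adjusted p = 0.989, unadjusted p = 0.91) or 24 h (log2 fold change 0.86, adjusted p = 0.0929, unadjusted p = 0.00522). Cd14 was 7.17-fold higher (log2 fold change 2.84, standard error 0.26, adjusted p = 2.03e-06) with NTHi at 24 h than in untreated mice, across the step in receptor probe set signal, and 2.69-fold higher (log2 fold change 1.43, standard error 0.26, adjusted p = 0.00416) than with saline. Saline raised it as well, and at 3 h it was 3.40-fold higher (log2 fold change 1.77, standard error 0.26, adjusted p = 0.00105) than in untreated mice. Cd14 at 24 h did not pass without saline 24 h 2633 or NTHi 24 h 2634 (adjusted p = 0.101 and 0.0995).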

While TLR4 was not significantly up-regulated, expression of the TLR4 co-receptor CD14 was strongly enhanced by NTHi (11X at 24 h). NOD-like receptor (NLR) family members were also significant after Bonferroni correction. NLRP3, also known as NALP3 and CIAS, is a member of the caspase-1 inflammasome leading to pro-IL-1 beta and pro-IL-18 processing. NLRP3 was modestly but significantly up-regulated (3-4X) at 6 and 24 h after NTHi treatment compared to sham. 

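NLRP3 assembles the inflammasome that activates caspase-1 when membranes or ion levels are disturbed. Nlrp3 was 3.67-fold higher with NTHi than with saline at 6 h and 3.74-fold at 24 h, without passing the limma test (adjusted p = 0.105 and 0.0664, unadjusted p = 0.00345 and 0.00313). Its signal was 2551 ± 1450.0 (SD, n = 2) with NTHi and 653 ± 206 with saline at 6 h. Of 10 NOD-like receptor and inflammasome genes, 4 were higher and none lower (5 higher when adjusted over the list alone) at 24 h (camera adjusted p = 9.56e-08, or adjusted p = 0.00429 with an estimated correlation). The 4 NOD-like receptor genes higher at 24 h became 2 without either saline 24 h array or either NTHi 24 h array.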

Another element of the inflammasome, ASC (also known as PyCard) was significantly up-regulated (3X) 24 h after NTHi inoculation. 

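ASC, encoded by Pycard, links NLRP3 to caspase-1. Pycard was 1.89-fold higher (log2 fold change 0.92, standard error 0.21, adjusted p = 0.0177) at 24 h with NTHi than with saline. Against untreated mice it was 2.20-fold higher (adjusted p = 0.000891), across the step in receptor probe set signal. Its signal was 3208 ± 373 (SD, n = 2) with NTHi, 1695 ± 209 with saline and 1460.0 ± 193 in untreated mice. Pycard at 24 h did not pass without saline 24 h 2633, saline 24 h 2635, NTHi 24 h 2634 or NTHi 24 h 2636 (adjusted p = 0.0731, 0.181, 0.23 and 0.053).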

We have recently shown that mice deficient in ASC exhibit dramatically reduced IL-1 beta processing and delayed bacterial clearance from the ME during OM [41].

**Figure 6:**
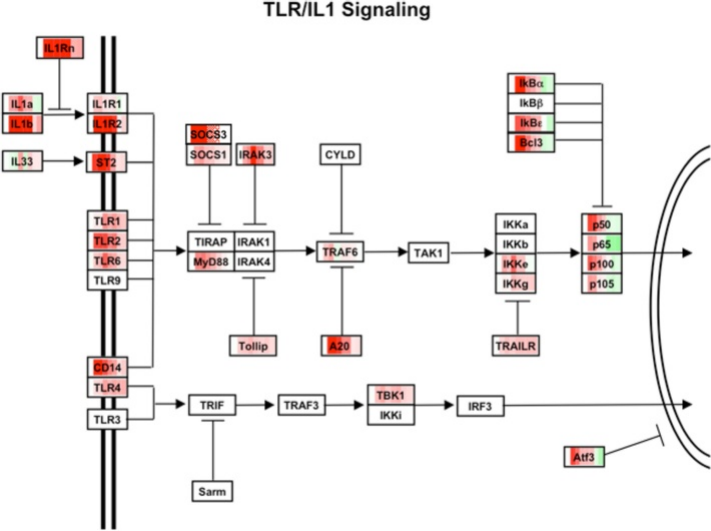
**Regulation of genes in IL1/TLR signaling pathways.** Diagrammatic representation of responses for genes involved in IL-1 and TLR signaling during NTHi-induced AOM. Gene regulation indicated as in Figure 5. Pro-inflammatory genes within the direct signaling pathway and anti-inflammatory regulatory genes are expressed with similar kinetics.

### Positive and negative regulators of innate immune signaling are up-regulated by NTHi with similar kinetics

The pro-inflammatory burst noted above is also accompanied by induction of negative regulators of TLR- and NOD-associated intracellular signaling that serve to dampen the induction of cytokine production. 

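Cells that sense bacteria also induce the proteins that end the signal: decoy receptors, inhibitors of NFκB, phosphatases and mRNA-decay factors. Of 26 negative regulators measured, 9 were higher and none lower (14 higher when adjusted over the list alone) at 6 h, 10 were higher and none lower (13 higher when adjusted over the list alone) at 24 h and 11 were higher and none lower (16 higher when adjusted over the list alone) at 48 h. As a list they stood above other genes at 24 h (camera adjusted p = 2.23e-15, or adjusted p = 0.00839 with an estimated correlation). Nfkbiz was 3.59-fold higher (log2 fold change 1.84, standard error 0.18, adjusted p = 2.57e-05) at 24 h, and Dusp1 was 3.38-fold higher (log2 fold change 1.76, standard error 0.23, adjusted p = 0.00112) at 48 h. Dusp1 encodes a phosphatase of MAP kinases. The 9 negative regulators higher at 6 h became 4 without saline 6 h 2555 or NTHi 6 h 2416. The 11 negative regulators higher at 48 h became 5 without saline 48 h 3256 or NTHi 48 h 4462.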

As illustrated in Figure 6, IRAK3, a negative regulator of TLR signaling which prevents the dissociation of IRAK-1 and IRAK-4 from MyD88 [42], was induced 6 h after NTHi inoculation, peaking 24 h (35X) after inoculation and remaining elevated through 120 h. Similarly, we see induction of inhibitor of kappa-B kinase *Ikbke* and nuclear factor of kappa light polypeptide gene enhancer in B cell inhibitors *Nfkbia/b/d/e* that dampen NFκB signaling. 

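IRAK3 is expressed mainly in monocytes and macrophages. Irak3 was at least 16.2-fold higher (adjusted p = 4.48e-07) with NTHi at 24 h than in untreated mice. Both untreated arrays were at or below background. Between NTHi and saline Irak3 was 9.70-fold higher (log2 fold change 3.28, standard error 0.38, adjusted p = 7.86e-05) at 24 h and 5.25-fold higher (log2 fold change 2.39, standard error 0.38, adjusted p = 0.00304) at 48 h. At 6 h Irak3 did not pass the test (log2 fold change 1.49, standard error 0.38, adjusted p = 0.053). Its signal with NTHi was 636 ± 160.0 (SD, n = 2) at 6 h, 2929 ± 230.0 at 24 h and 962 ± 491 at 72 h.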

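The IκB proteins hold NFκB in the cytoplasm or act on it in the nucleus, and IKKε (Ikbke) is a kinase that also activates interferon genes. Nfkbid was 8.37-fold higher (log2 fold change 3.06, standard error 0.44, adjusted p = 0.000498) at 24 h. At 48 h Nfkbia was 2.80-fold higher (log2 fold change 1.48, standard error 0.28, adjusted p = 0.00905). At 3 h Nfkbia did not pass the test (log2 fold change 0.51, standard error 0.28, adjusted p = 0.49). Nfkbib did not pass against saline at 3 h (log2 fold change 1.25, adjusted p = 0.254), 6 h (log2 fold change 0.49, adjusted p = 0.766) or 24 h (log2 fold change 0.75, adjusted p = 0.49), nor against untreated mice at 3 h (log2 fold change 1.10, adjusted p = 0.116). Ikbke was 13.3-fold higher (log2 fold change 3.74, standard error 0.82, adjusted p = 0.014) at 24 h, and Nfkbie was 3.27-fold higher (log2 fold change 1.71, standard error 0.41, adjusted p = 0.0405) at 6 h. Nfkbia did not pass without saline 48 h 3256 or NTHi 48 h 4462 (adjusted p = 0.0687 and 0.122). Ikbke did not pass without saline 24 h 2633, saline 24 h 2635, NTHi 24 h 2634 or NTHi 24 h 2636 (adjusted p = 0.0992, 0.101, 0.107 and 0.0989). Nfkbie did not pass without saline 6 h 2413, saline 6 h 2555, saline 24 h 2633, saline 24 h 2635, NTHi 6 h 2416, NTHi 6 h 2558, NTHi 24 h 2634 or NTHi 24 h 2636 (adjusted p = 0.216, 0.227, 0.0583, 0.0586, 0.171, 0.171, 0.0619 and 0.0619).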

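SOCS proteins bind JAK kinases and cytokine receptors and mark them for degradation. Against untreated mice, Socs1 was at least 2.90-fold higher (adjusted p = 0.0131) with NTHi at 3 h and at least 3.27-fold higher (adjusted p = 0.0061) at 6 h. At 24 h Socs1 did not pass the test (at least 1.31-fold, adjusted p = 0.107). Both untreated arrays were at or below background. Socs3 was 14.4-fold higher (log2 fold change 3.85, standard error 0.28, adjusted p = 2.86e-07) with NTHi at 3 h, and at 6 h it was 12.5-fold higher (adjusted p = 4.2e-07). Saline raised Socs3 11.9-fold at 3 h (adjusted p = 2.91e-06). With NTHi against saline Socs3 did not pass the test (log2 fold change 0.28, standard error 0.28, adjusted p = 0.736) at 3 h. Socs1 at 3 h did not pass without untreated 2321 or NTHi 3 h 2553 (adjusted p = 0.162 and 0.142). Socs1 at 6 h did not pass without untreated 2321 or NTHi 6 h 2416 (adjusted p = 0.0932 and 0.0513).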

Suppressor of cytokine signaling 1 (SOCS1, 10-15X 3-24 h) and SOCS3 (5X, 3-6 h) were also evaluated. 

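NLRP12 is found mainly in neutrophils and monocytes. With saline both arrays were at or below background at 3 and 24 h. Nlrp12 was at least 2.27-fold higher (adjusted p = 0.0494) at 24 h with NTHi than with saline. At 3 h the fold was at least 1.18, and the test was not passed (adjusted p = 0.181). The Nlrp12 signal with NTHi was 218 ± 73.9 (SD, n = 2) at 3 h and 409 ± 5.85 at 24 h. Nlrp12 did not pass without any single array other than the saline 3 h arrays and the saline 48 h arrays (adjusted p = 0.0506 to 0.461).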

NLRP12, a negative regulator of TLR signaling via inhibition of NFκB activation by either canonical or non-canonical signal transduction pathways [43], was significantly up-regulated compared to sham treatment at 3 and 24 h after NTHi treatment (5-14X).

## Discussion

As a survey tool, DNA microarray analysis can provide simultaneous data on the expression of essentially all mouse genes during AOM. Using this approach, our results identify discreet waves of genes that are activated at distinct times throughout a course of AOM induced by NTHi.

Using various systems biology approaches to integrate expression profiling with histological data, we provide a model of the changes occurring during an episode of AOM (Figure 7). The earliest gene regulation events involved activation of the innate immune and interleukin signaling networks, within hours after the mucosal epithelial cells sensed danger signals in the ME cavity. TLR activation leads to induction of NFκB and CREB target genes and the inflammatory response is initiated. Growth factors, cytokines and chemokines orchestrate the anti-microbial response and mucosal remodeling. The epithelium undergoes transition to a mesenchymal phenotype triggered by HB-EGF, and transitions from differentiated, oxidative cells to proliferative glycolytic cells allowing mucosal expansion. 

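A mucosa that thickens has dividing cells, which express the genes of DNA replication and of the mitotic spindle. Of 37 cell division genes measured, 14 were higher and none lower (28 higher when adjusted over the list alone) at 24 h with NTHi than with saline (camera adjusted p = 5.83e-24, or adjusted p = 0.00258 with an estimated correlation). Mki67 was 3.69-fold higher (log2 fold change 1.88, standard error 0.28, adjusted p = 0.000733) and Top2a was 3.67-fold higher (log2 fold change 1.87, standard error 0.27, adjusted p = 0.000455). In saline mice 8 were higher and 2 lower (11 higher and 4 lower when adjusted over the list alone) than in untreated mice at 24 h, and 29 were higher and 1 lower (33 higher and 1 lower when adjusted over the list alone) at 48 h. Both comparisons span the step in receptor probe set signal, so that an effect of saline is open. At 48 h none was higher or lower by limma (1 higher and 0 lower at an unadjusted p under 0.05, none when adjusted over the list alone) between NTHi and saline. The 14 cell division genes higher at 24 h became 3 without NTHi 24 h 2634, 6 without saline 24 h 2635 and 8 without saline 24 h 2633. The 8 cell division genes higher than in untreated mice at 24 h became 3 without saline 24 h 2633, 4 without untreated 2499 or saline 24 h 2635 and 5 without untreated 2321. The 1 cell division gene lower than in untreated mice at 48 h became 0 without untreated 2499.

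**Figure D6:**
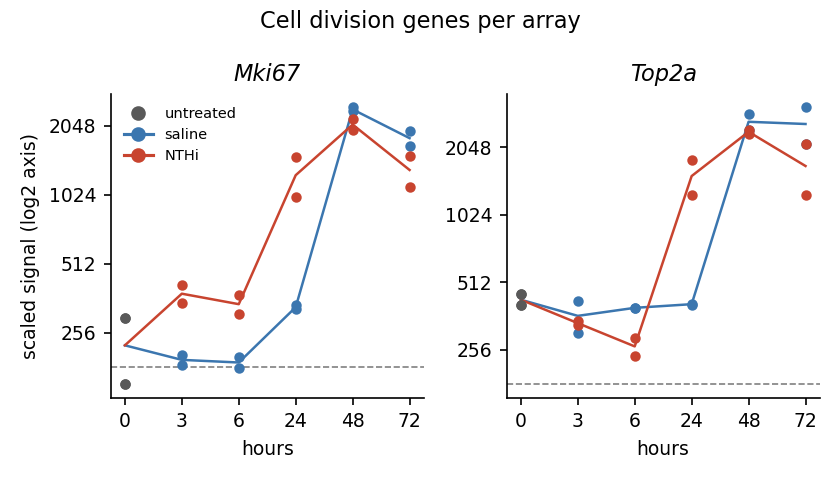
Signal (log2 axis) of the cell division genes Mki67 and Top2a in untreated mice and after saline or NTHi, with arrays as points, lines through the means of 2 arrays and background as a dashed line. At 24 h Mki67 stands at 1244 with NTHi and 330.3 with saline.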

Neutrophils are attracted by CXCL1 and other chemoattractants produced by the epithelial cells and CSF3 promotes neutrophil survival, proliferation and differentiation which likely contribute to the histological appearance of infiltrating neutrophils starting at 6 h. Neutrophil markers are maximally induced at 24 h, that coincides with the maximum number of neutrophils by histology. 

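Neutrophil transcripts rise in the tissue as the cells arrive. Of 12 neutrophil and oxidase genes named by the study, on these samples, 12 were higher and none lower (12 higher when adjusted over the list alone) at 24 h, 9 were higher and none lower (12 higher when adjusted over the list alone) at 48 h and 10 were higher and none lower (12 higher when adjusted over the list alone) at 72 h. With NTHi the signal of Fpr2 was 11700.0 ± 3050.0 (SD, n = 2) at 24 h, 7698 ± 1630.0 at 48 h and 7048 ± 3050.0 at 72 h. That of Csf3r was 5380.0 ± 447, 4428 ± 295 and 1452 ± 797. Cd177 was 11.2-fold higher (log2 fold change 3.48, standard error 0.44, adjusted p = 0.000915) at 48 h and 7.56-fold higher (log2 fold change 2.92, standard error 0.44, adjusted p = 0.00241) at 72 h. For the list, the effect at 72 h against that at 24 h had a mean difference −0.26 on the log2 scale, camera adjusted p = 0.168, or adjusted p = 0.673 with an estimated correlation. The 12 listed neutrophil genes higher at 24 h became 7 without saline 24 h 2633. The 10 listed neutrophil genes higher at 72 h became 6 without saline 72 h 3385 or NTHi 72 h 3829.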

Expression of NADPH oxidase subunits is maximal, mucins are produced and the alternative complement pathway is activated creating a bacteriocidal environment. Macrophages are attracted by CCL2, CCL3, CCL4 and other chemokines that are produced maximally at 24 h and macrophage markers appear at 24-72 h. 

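CCL2 draws monocytes, and CCL3 and CCL4 are made by activated macrophages and neutrophils. Ccl2 was 10.9-fold higher (log2 fold change 3.45, standard error 0.36, adjusted p = 0.000266) with NTHi than with saline at 6 h. At 24 h Ccl2 did not pass the test (log2 fold change 1.04, standard error 0.36, adjusted p = 0.155). Ccl3 was 29.0-fold higher (log2 fold change 4.86, standard error 0.68, adjusted p = 0.000418) at 24 h and Ccl4 was 13.7-fold higher (log2 fold change 3.77, standard error 0.35, adjusted p = 2.32e-05). At 6 h Ccl3 was 28.6-fold higher (log2 fold change 4.84, standard error 0.68, adjusted p = 0.00103). With NTHi the signal of Ccl2 was 7215 ± 15.4 (SD, n = 2) at 6 h, 2831 ± 398 at 24 h and 8376 ± 1270.0 at 48 h. That of Ccl3 was 5885 ± 1460.0, 13170.0 ± 4150.0 and 7181 ± 686. Of the 4 macrophage genes named by the study and measured, 3 were higher and none lower (4 higher when adjusted over the list alone) at 24 h and 3 were higher and none lower (4 higher when adjusted over the list alone) at 72 h. They were chosen on these samples. The 3 listed macrophage genes higher at 72 h became 1 without saline 72 h 3828 or NTHi 72 h 3829.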

Genes involved in phagocytosis are elevated between 24 and 72 h as leukocytes clear killed bacteria. Finally, genes related to tissue remodeling predominate at 5-7d post inoculation as the mucosa returns to its baseline appearance, and inflammatory cells exit the ME cavity.

**Figure 7:**
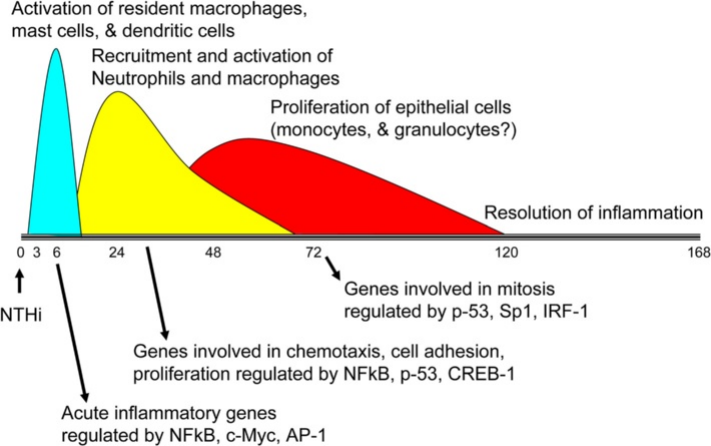
**Summary of transcriptional regulation throughout a course of acute otitis media with NTHi.** Representation of major events in the course of an acute episode of otitis media correlated with the major regulatory pathways that are associated with temporal gene clusters.

Despite the extensive inflammation and the significant morphologic changes that the ME undergoes during AOM, only approximately 8% of the mouse genome transcript defines the signature of AOM with NTHi. This is a remarkably small number of genes when one considers the transformation of a simple, epithelial layer into a respiratory epithelium replete with an active inflammatory exudate. It can be speculated that, in order to preserve homeostasis, only a minimum required number of genes is activated during AOM. Furthermore, it is noteworthy that perforation of the ME bone and saline injection without NTHi induced changes in a large number of transcripts (Figure 2, Additional file 2: Figure S1), albeit at a typically much lower level of regulation than with NTHi. Thus, even in the absence of infection, injection trauma and the presence of fluid alone releases endogenous danger signals that are detectable by receptors in the ME mucosa and its resident leukocytes that work to repair the punctured mucosa and restore homeostasis. This suggests the possible existence of a common danger sensing mechanism in the ME mucosa, and underscores the importance of a sham inoculation control.

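Opening the bone and injecting fluid wounds the mucosa. Immediate early genes such as Fos, Jun and Egr1 respond to such stress within the first hour, and acute-phase genes follow. Against untreated mice, limma called 573 probe sets higher and 174 lower with saline at 3 h and 453 and 111 at 6 h. At 24, 48 and 72 h, 1593, 2093 and 2485 were higher and 2967, 3174 and 3838 lower. These comparisons span the step in receptor probe set signal, so that their direction is open. With median scaling the calls were 4206 higher and 886 lower at 24 h, 4909 and 767 at 48 h, and 4872 and 974 at 72 h. At 3 h 510 of the higher probe sets changed at least 2-fold. Of 18 immediate early genes, 14 were higher and none lower (15 higher when adjusted over the list alone) at 3 h. Of 17 cAMP response genes, 10 were higher and none lower (12 higher when adjusted over the list alone). Serpina3n, an acute-phase protease inhibitor, was at least 5.68-fold higher (adjusted p = 0.000469) at 6 h. The distance of the saline mean from the untreated mean was 107 at 3 h and 99.9 at 6 h. The count at 3 h was 350 to 1550, and at 6 h 203 to 720, when arrays were left out in turn. The lowest came without untreated 2499 and saline 6 h 2413, and the highest without saline 3 h 2551. With arrays left out in turn, the 4560.0 at 24 h became 1073 without saline 24 h 2635, 1456 without untreated 2321, 1817 without saline 24 h 2633 and 1925 without untreated 2499. Likewise the 5267 at 48 h became 1368 without untreated 2321, 2099 without untreated 2499, 2645 without saline 48 h 3825 and 2683 without saline 48 h 3256, and the 6323 at 72 h became 1945 without saline 72 h 3385, 1975 without untreated 2321 and 2866 without untreated 2499.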

We compared our time course data with two datasets that are available in GEO, generated with different NTHi strains than the one used in the present study. MacArthur and co-workers have published a study of middle and inner ear responses to trans-tympanic heat killed NTHi versus uninjected controls (GSE49122) [40]. A single time point of 6 h post inoculation was used to assess early events. In their analysis, 2,355 genes were altered by the killed bacteria. We compared their genes with our data set from the same time point and found a 79% overlap of their significant genes with our data. We performed a similar analysis with another, unpublished dataset (GSE40087) [44] where mice received lysed NTHi by trans-tympanic injection and ME mucosae were harvested at 1 and 7d. We found 7,640 genes to be altered in their dataset by 2-way ANOVA and 63% overlap of their regulated genes with our dataset at the same post-inoculation times. Interestingly, saline injection through the tympanic membrane alone altered the expression of many genes, again indicating the importance of a sham injection control. Lastly, we compiled a list of genes that have been associated with OM in humans either through GWAS or candidate gene studies. We used GSEA to test whether any of these genes were enriched in our dataset at any time points. These OM-associated genes are significantly enriched in NTHi-inoculated mice at 3, 6, 24 and 48 h but not at later times (FDR < 0.05) (Additional file 6: Table S4). 

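The list holds genes that human studies link to otitis media (OM). The study's table names those that it found enriched on these samples, so their counts are not independent evidence of enrichment. Of 32 measured, 4 were higher and none lower (11 higher and 1 lower when adjusted over the list alone) at 3 h, 9 were higher and none lower (10 higher when adjusted over the list alone) at 6 h, 7 were higher and 1 lower (10 higher and 1 lower when adjusted over the list alone) at 24 h, 7 were higher and 1 lower (9 higher and 4 lower when adjusted over the list alone) at 48 h and 4 were higher and none lower (7 higher when adjusted over the list alone) at 72 h. The 4 otitis media genes higher at 3 h became 0 without NTHi 3 h 2553, 2 without saline 3 h 2323 and 7 without saline 3 h 2551. The 9 otitis media genes higher at 6 h became 4 without saline 6 h 2413 or NTHi 6 h 2416 and 5 without saline 6 h 2555 or NTHi 6 h 2558. The 7 otitis media genes higher at 24 h became 4 without saline 24 h 2633 or NTHi 24 h 2634. The 7 otitis media genes higher at 48 h became 2 without NTHi 48 h 4462 and 3 without saline 48 h 3256. The 1 otitis media gene lower at 48 h became 0 without either saline 48 h array or NTHi 48 h 4462 and 2 without either saline 3 h array, either saline 72 h array, either NTHi 72 h array or NTHi 48 h 3827. The 4 otitis media genes higher at 72 h became 0 without NTHi 72 h 3829 and 1 without saline 72 h 3385.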

As might be expected, many of the genes are involved in the inflammatory response, for example those encoding IL-10, IL-6, IL-1A, IL-1B, CD14, FAS, MyD88, TLR2, TGFβ1, and TNF, but we also see association with EHD3, HN1, LRRC47, PALMD, PPP2R2D at early times (3-6 h), ALDH1A2, AQR, SFTPD, VLL at later times (24-48 h) and others such as COL4A2, LDLR, MUC5AC, SERPINE1, and SLFN5 that seem to be independent of time. 

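Several of these genes encode cytokines and sensors of bacteria, and others act in traffic, matrix or retinoic acid metabolism. Il1a was at least 8.11-fold higher (adjusted p = 0.00146) at 24 h with NTHi than with saline, Fas was 3.03-fold higher (log2 fold change 1.60, standard error 0.38, adjusted p = 0.0232) and Sftpd, a surfactant protein that binds microbes, was 2.37-fold higher (log2 fold change 1.24, standard error 0.24, adjusted p = 0.0065). At 6 h Myd88 was 1.98-fold higher (log2 fold change 0.98, standard error 0.20, adjusted p = 0.0187). Tgfb1 (log2 fold change 1.05, adjusted p = 0.651) did not pass at 6 h. Of the genes tied to early times, Ehd3 (log2 fold change 0.13, adjusted p = 0.92), Lrrc47 (log2 fold change −0.15, adjusted p = 0.921), Palmd (log2 fold change 0.02, adjusted p = 0.993) and Ppp2r2d (log2 fold change 0.15, adjusted p = 0.873) did not pass at 6 h. Of those tied to 24 to 48 h, Aldh1a2 (log2 fold change −0.72, adjusted p = 0.382) and Aqr (log2 fold change −0.14, adjusted p = 0.914) did not pass at 24 h, nor did Aldh1a2 (log2 fold change 0.29, adjusted p = 0.709) and Aqr (log2 fold change −0.70, adjusted p = 0.161) at 48 h. Without NTHi 48 h 3827, Aqr passed at 48 h, as lower. Fas did not pass without saline 24 h 2633, saline 24 h 2635 or NTHi 24 h 2634 (adjusted p = 0.122, 0.17 and 0.316). Sftpd did not pass without saline 24 h 2633 or NTHi 24 h 2634 (adjusted p = 0.115 and 0.149). Myd88 did not pass without saline 6 h 2413, saline 6 h 2555, NTHi 6 h 2416 or NTHi 6 h 2558 (adjusted p = 0.158, 0.112, 0.0935 and 0.0923).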

We take this to indicate that our mouse model is representative of human disease and would be useful to test the role of these genes.

While exposure of the ME to bacteria initiates an expected pro-inflammatory response, the microarray data reveal how the ME controls and modulates this response. In addition to the rise of pro-inflammatory cytokines and their receptors early during AOM, a similarly rapid rise of anti-inflammatory interleukins such as IL-1 receptor antagonist and IL-10 is noted soon after saline or NTHi injection (Figure 6). In addition, interleukin receptors involved in inhibiting inflammatory responses, such as IL-1 type 2 receptor [45], are also significantly up-regulated with NTHi inoculation (data not shown). 

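Anti-inflammatory signals can start with the injection itself. In saline mice Il1rn did not pass the test against untreated mice at 3 h (log2 fold change 1.26, standard error 0.53, adjusted p = 0.275) or 6 h (log2 fold change 1.65, standard error 0.53, adjusted p = 0.148). In NTHi mice Il1rn was 14.4-fold higher (log2 fold change 3.85, standard error 0.53, adjusted p = 0.000172) at 3 h. Against saline Il1rn was 7.29-fold higher (log2 fold change 2.87, standard error 0.53, adjusted p = 0.00769) at 6 h. The Il10 signal with saline was 136 ± 33.5 (SD, n = 2) at 3 h and 84.8 ± 10.5 at 6 h, where background is 180.4, and with NTHi 1021 ± 191 and 918 ± 626. Il1rn at 6 h did not pass without saline 6 h 2413, saline 6 h 2555 or NTHi 6 h 2416 (adjusted p = 0.0879, 0.0567 and 0.119).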

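The interleukin-1 type 2 receptor (Il1r2) binds interleukin-1 without a signal and is common on neutrophils. Il1r2 was 8.11-fold higher (log2 fold change 3.02, standard error 0.44, adjusted p = 0.00198) at 72 h with NTHi than with saline and 10.2-fold higher (log2 fold change 3.35, standard error 0.44, adjusted p = 0.00023) at 24 h. At 3 h Il1r2 did not pass the test (log2 fold change 1.52, standard error 0.44, adjusted p = 0.163). Il1r2 at 24 h was 5.69-fold without saline 24 h 2633 and 18.3-fold without saline 24 h 2635.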

Finally, other negative regulators of pro-inflammatory intracellular signaling cascades, including those activated by TLRs and cytokines, are significantly up-regulated almost immediately after NTHi inoculation, highlighting how the negative regulation of inflammatory processes occurs simultaneously to pro-inflammatory processes involved in host defense.

Dysregulation of the inflammatory response has been extensively studied in the pathogenesis of various immune or inflammatory disorders, such as juvenile onset systemic rheumatoid arthritis [46] and chronic auto-inflammatory syndromes [47]. Thus an over-exuberant inflammatory response may contribute to chronic or recurrent OM in some children. However, it is equally possible that children who suffer from chronic ME disease have a blunted natural anti-inflammatory response contributing to their disease process.

There are a number of histological correlates that appear to validate our array data. The waves of gene expression patterns identified by DNA microarray analysis are corroborated by the histological findings noted after NTHi inoculation, with neutrophil-specific markers detected with the influx of neutrophils histologically into the ME, followed by macrophage-specific markers correlated with the influx of macrophages. qPCR and Western blot analyses of selected cytokines such as IL-6, IL-1 beta, TNF-alpha, and IL-10 in a murine model of AOM with NTHi in a C56BL/6 background mouse e.g. [48] exhibit similar kinetics and degrees of up-regulation to those observed in this DNA microarray data set, providing validation of the array results. However, it should be noted that the use of DNA microarrays harbors limitations for mechanistic explanations of disease processes as they only measure mRNA expression and fail to assess translation or post-translational processing of protein products, which have critical roles in determining the function of proteins. Indeed, we have recently demonstrated the importance of post-translational processing of IL-1beta by the inflammasome in OM [40].

Despite the limitations of microarrays, our array data are largely consistent with histological data [49], qPCR data [50], Western blot [51] and immunohistochemical data [52] from other animal models of NTHi-induced OM. This supports DNA microarrays or other broad gene expression assays such as NextGen sequencing, as methods for the discovery of large numbers of relevant genes throughout the course of ME disease. This application is particularly important in the *in vivo* study of AOM, as *in vivo* experiments in mouse models are especially labor intensive due to the small amount of recoverable ME mucosal tissue, making the piecewise assessment of individual genes difficult and expensive.

The transcripts up-regulated 7d after NTHi inoculation can be viewed as late resolution genes and/or “memory” genes that could prepare the ME for subsequent re-infection. In the latter category, serum amyloids are multifunctional proteins that have bacteriocidal properties [53] and serve as opsins for gram-negative bacteria [54]. The persistent up-regulation of genes related to cognate immunity suggests that the ME retains adaptive immune function after OM is resolved. This is consistent with reports that re-infection of animals with the same bacterial strain typically does not result in OM [55]. In contrast, the ME does not appear to retain innate immune “memory”. This may help to explain why the ME is so frequently subject to repeated infection, often by different strains of the same bacterium [56]. Orosomucoids are proteoglycans of uncertain function that are thought to serve as negative immune modulators involved in the resolution of inflammation [57] and may have anti-angiogenic properties [58]. Interestingly, native orosomucoids inhibit phagocytosis and killing of bacteria by PMNs and monocytes [59] but become activated by S-nitrosylation during infection to strongly inhibit bacterial growth and survival [60]. They may thus be involved in the bacteriocidal phase and the final resolution of OM.

OM in the mouse shares many of the clinical features of human ME disease caused by the same organism e.g. [11,12,21]. Obviously, generalization of animal studies to humans must be performed with caution, as there are a number of differences in the immune and inflammatory systems of mice and humans. Therefore the results of the present study must be considered with this in mind. However, it can be hoped that, because we surveyed the entire course of AOM, our data may reduce the need for animal experiments to study the expression of individual not found to be regulated, unless other evidence suggests their importance.

## Conclusion

In conclusion, transcriptome analysis serves as an exploratory step that identifies key genes and gene networks that contribute to NTHi-induced OM. In particular, the significant up-regulation of negative regulators of inflammatory responses early after NTHi inoculation, ranging from anti-inflammatory cytokines to intracellular proteins, highlights the potential regulatory mechanisms involved in the regulation of homeostasis in the ME cavity. Clearly, the ME is maintained in its normal state by a balance of pro- and anti-inflammatory signaling, as has been noted at other body sites e.g. [61]. It can be speculated that dysregulation of this balance in the ME may lead to processes such as chronic or recurrent OM in susceptible patients.

Because this method probes the responses of all genes without bias, the knowledge obtained from gene array studies may be most useful for the development of new hypotheses regarding the pathophysiology of OM, and regarding the process of OM recovery. The information derived from testing these hypotheses may ultimately afford us the possibility of developing novel treatment approaches.

### Availability of supporting data

Upon acceptance for publication, the complete raw dataset from this study will be deposited in the Gene Expression Omnibus database and appropriately referenced in the paper to assure open access.

## Additional files

Additional file 1: Table S1.
**Expression profiling data of NTHi inoculated MEs. A list of 3657 genes found to be significantly regulated by NTHi when compared to ME saline injection using at least two methods of analysis.** The table gives the probe set ID, the gene symbol, the fold change relative to untreated mice, the direction of regulation, the mean raw signal values, the RMA-corrected signals, the Entrez gene ID, the description, and the chromosomal location of genes altered during the infection. Additional file 2: Figure S1.
**A. Additional principal component analysis and down-regulated clusters. Principal component analysis of sample variation including the third principal component (treatment). Colors of symbols indicate different times and shapes of symbols indicate different treatments.** Clusters of transcripts down-regulated at 3–6 hours (B, Cluster E), 24 hours (C, Cluster F) and 3–48 hours (D, Cluster G) after inoculation. Additional file 3: Table S2.
**Enrichment analysis for gene expression clusters. For each gene cluster (genes up at 3-6 h, up at 24 h, up at 3–6 and 48–72, up at 48–72, down at 3-6 h, down at 24 h, or down at 3-48 h), worksheets report the most enriched canonical pathway maps, process networks, GO processes, transcription factor connectivity, transcription factor networks, and pathways linking to transcription factor networks.** For the pathways and processes, tables in worksheets list the total number of objects, the number of objects in the active data, the p-value and the FDR corrected p-value for the enrichment, and the network objects gene symbols involved. For the transcription factor connectivity, the table lists the actual number of connections, the expected number of connections, the ratio of actual to expected connections, the p-value and the z-score for the enrichment. For the network tables, tables show total number of nodes in the network, the number of seed nodes in active data (gene cluster), the number of pathways intersecting the network, the p-value and the z- and g-scores for enrichment. Additional file 4: Table S3.
**GSEA analysis of immunologic signatures at each post-inoculation time point. Worksheets contain the immunological signatures, the epithelial genesets, and KEGG pathways enriched at each time point following NTHi inoculation.** Tables list the size of the class, the enrichment score, the normalized enrichment score, the nominal p-value, the FDR corrected p-value (q-value), and the Bonferroni family-wise error rate corrected p-value. The top 20 signatures are presented for each time point. Additional file 5: Figure S2.
**A. An interactome analysis of PU.1-connected genes up-regulated at 24 hours after NTHi inoculation.** Genes indicated in red are significantly up-regulated. The interactome of PU.1 had the most regulated genes of any transcription factor at this time. B. Gene expression of selected genes. Expression profiles of selected cytokine, TLR and NLR gene sets. Additional file 6: Table S4. OM-associated genes enriched in NTHi-inoculated MEs by GSEA. Worksheet lists the OM-associated genes that are significantly enriched for each time point.

## Abbreviations

AOM: Acute otitis media
EMT: Epithelial to mesenchymal transition
FDR: False discovery rate
GSEA: Gene set enrichment analysis
IL-1: Interleukin-1
ME: Middle ear
MTC: Multiple testing correction
NLR: NOD-like receptor
NTHi: Non-typeable *Haemophilus influenzae*
OM: Otitis media
RMA: Robust multi-array average
TF: Transcription factor
TLR: Toll-like receptor
TNF: Tumor necrosis factor

How the deposited data were processed for this re-analysis (not part of the article)

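RNA of middle ear (ME) mucosa was measured in untreated mice and in mice at 3, 6, 24, 48 and 72 h after injection of NTHi or of saline. Each of the 11 groups has 2 arrays, and each array holds RNA pooled from 20 mice, so the spread between arrays is that between pools. The paper states this number of mice for the time points after inoculation, and for the untreated arrays it is inferred. What the 4-digit numbers in the array labels stand for is not given in the sources used here. They serve as names only.

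The deposited values are signal intensities that the authors computed with the MAS5 algorithm, 1 per probe set, on a linear scale. The version of the software is not given in the sources used here. The authors had scaled each array to a fixed mean, and the mean without the top and bottom 2% of the values was 500 on the arrays up to 24 h and 2500 on those of 48 and 72 h. The study also computed RMA signals from the cell-level scans. That step was not repeated, since the scans were not analysed here.

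Each array was scaled to a trimmed mean of 500, values under 1 were set to 1, and log2 was taken. Probe sets were given gene symbols from the platform's annotation, updated through gene identifiers. Of 45101 probe sets, 34958 carry 1 symbol, 932 carry several and 9211 none. Only those with 1 symbol were read as a gene.

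Background was the 95th percentile of the 80 probe sets for olfactory and vomeronasal receptors over all arrays, a signal of 180.4. Probe sets above it on at least 2 arrays were kept, 27559 in all (61.1%), which name 13499 genes. A gene was read from its kept probe set with the highest mean log2 value. Where both arrays of 1 group lay at or below background, a fold is given only as a lower bound against background.

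A model with 1 mean per group was fitted to all arrays with limma 3.58.1 in R 4.3.3, with moderated variances that follow a trend with intensity. The residual degrees of freedom were 11 and the prior ones 4.86. NTHi was compared with saline and saline with untreated mice at each time, and NTHi with untreated mice where the study does so. Effects at different times were compared by contrasts of the effects. The 5 NTHi effects together were tested by a moderated F test. P-values were adjusted by the method of Benjamini and Hochberg within each comparison, and an adjusted p under 0.05 was called. Gene lists, 62 in all, were tested with camera at a preset correlation of 0.01 and again with the correlation estimated from the data. The lists named by the study come from these arrays, so their tests are not independent evidence.

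The comparisons, filters, thresholds, most alternatives and the rule for the genes named in the text were set before the data were examined, with the values in the paper already seen. The rule names every gene that the study names in its results, draws in Figures 3, 5 and 6 or lists in Table S4. It adds, for NTHi against saline at each time, the 10 higher and the 10 lower genes with the largest log2 fold change. These had to pass the test, with the 2 groups of arrays apart and the brighter group above background. For saline against untreated mice it adds 5 and 5. Within each list it adds up to 4 members with the largest change.

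With 2 arrays per group, the number of arrays limits the precision. The model was tested on simulated data of 27559 probe sets. Known changes were added to 200 of them, and all others were left as they were. At 24 h it called 14.6% of the 2-fold, 78.6% of the 4-fold and 87.1% of the 8-fold changes, 2 of the unchanged probe sets, and 0 in the wrong direction. Signal over background sets a second limit, since 45.9% to 53.3% of the probe sets lay above it on the arrays up to 6 h and 42.2% to 46% on the later ones.

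The alternatives were quantile normalization and scaling to the same median, a floor at background, background added to every value, no filter and a stricter filter, no intensity trend, robust variances, each array left out in turn, Bonferroni correction, a minimum log2 fold change of 1, the 4 arrays compared taken alone, pairs of label numbers as a block, a 2-way analysis of variance, the median of a gene's probe sets, all probe sets of the listed genes, and the estimated correlation. With 1 array of a group left out, the lone array is assumed to vary like those of the other groups. The samples of 5 and 7 days and the external data sets were not analysed here, nor were the protein and histology results.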

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

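In this part, the effect of the scaling on the split of the saline 24 h calls, the camera test as a test of scaling for the division genes and the search for groups with arrays on both sides of the signal step were chosen as tests only after the results were seen.

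The real groups gave more calls between NTHi and saline over the 5 times than any exchanged split that was run. When the treatments were exchanged between arrays within times in 100 splits, the real one included, 1 split called as many as 1986 probe sets, and the highest of the others called 1082. In the 12 splits in which no time kept its real groups, at most 2 were called. An exchanged split puts differences between treatments into the spread between replicates, which lowers its count. These low counts therefore do not show how many calls chance alone would give. With 100 splits, the test cannot show a chance below 1 in 100. The 1986 became 3435 without saline 3 h 2551, 1186 without saline 24 h 2633 and 1257 without NTHi 24 h 2634.

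Saline mice at 24 h differ from untreated mice in many transcripts, and of the 4560 probe sets called, 2967 were lower. These arrays lie on both sides of a step in signal, since the receptor probe sets were dimmer on all arrays of 24 to 72 h, by 37.6 between the untreated and the saline 24 h arrays. All of the 2967 dropped by more than this gap, and 31.8% of them by more than 10 times the gap, but a majority had been set as the mark against a lower background, so a lower background may still account for part of them. With each array scaled to the same median, 17.4% of the calls were lower, against 65.1% with the trimmed mean and 50.5% with quantile normalization. Median scaling moves all probe sets of the comparison alike, so this leaves the direction of the split open and does not show its cause. A response to saline and to time cannot be told apart from the step, since 0 groups have arrays on both sides of it. The 4560 called became 1456 without untreated 2321, 1925 without untreated 2499, 1817 without saline 24 h 2633 and 1073 without saline 24 h 2635.

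Cells that divide express the machinery of DNA replication and mitosis, and the effect of NTHi on these genes differed between times by a direct test. The mean log2 effect at 72 h minus that at 24 h was −1.66 over 37 genes (camera adjusted p = 2.2e-37, or adjusted p = 0.00405 with an estimated correlation), and it was negative for 36 of them. At 24 h 14 were higher and none lower (28 higher when adjusted over the list alone) against saline, and at 48 h none was higher or lower by limma (1 higher and 0 lower at an unadjusted p under 0.05, none when adjusted over the list alone). The 14 cell division genes higher at 24 h became 3 without NTHi 24 h 2634, 6 without saline 24 h 2635 and 8 without saline 24 h 2633.

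Dividing immature neutrophils are argued against as the source of the higher division genes at 24 h. Their early granule genes stayed below background on all 4 arrays of 24 h, Mpo with a signal of 51.1 ± 18.9 (SD, n = 2) with NTHi and 55.7 ± 8.67 with saline (log2 difference −0.17, standard error 0.41, adjusted p = 0.938) and Elane with 49.3 ± 30.4 and 23.2 ± 8.77 (log2 difference 0.99, standard error 0.79, adjusted p = 0.683). A scaling that moves all genes alike is argued against too, since camera compares the list with the other genes and placed it above them (adjusted p = 0.00258 with an estimated correlation). That 13 of the 14 genes stayed called with median scaling and 10 with quantile normalization decides little, since median scaling moved all genes up by a median log2 of 0.158 and quantile normalization moved these by a mean of only −0.0531. An earlier start of cell division after NTHi than after saline may explain the genes higher at 24 h. Of the 37 genes, 24 were higher in NTHi than in untreated mice at 24 h, across the signal step. At 48 h 31 were higher, and at 72 h 23. Whether an earlier start also accounts for the smaller effect at 72 h than at 24 h was not tested. In saline mice 8 were higher and 2 lower (11 higher and 4 lower when adjusted over the list alone) at 24 h and 29 were higher and 1 lower (33 higher and 1 lower when adjusted over the list alone) at 48 h. The 8 cell division genes higher than in untreated mice at 24 h became 3 without saline 24 h 2633, 4 without untreated 2499 or saline 24 h 2635 and 5 without untreated 2321. The 1 cell division gene lower than in untreated mice at 48 h became 0 without untreated 2499.

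The chemokine CCL8 attracts monocytes and T cells, and the effect of NTHi on its gene had opposite directions at 2 times, with a direct test of the difference. The log2 effect on Ccl8 at 72 h minus that at 24 h was 2.91 (standard error 0.36, adjusted p = 0.00555). Ccl8 was 2.83-fold lower (log2 fold change −1.50, standard error 0.26, adjusted p = 0.00236) than with saline at 24 h, and 2.66-fold higher (log2 fold change 1.41, standard error 0.26, adjusted p = 0.0104) at 72 h. The signals with NTHi and saline were 457 ± 58.6 and 1290.0 ± 116 at 24 h, and 6769 ± 308 and 2632 ± 956 at 72 h. Ccl8 at 24 h did not pass without NTHi 24 h 2634 (adjusted p = 0.0511). Ccl8 at 72 h did not pass without saline 72 h 3828 or NTHi 72 h 3829 (adjusted p = 0.0708 and 0.0795). No explanation was tested.

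Genes that respond to low oxygen, which the paper does not discuss, were higher with NTHi than with saline. Of 18 hypoxia genes measured, 5 were higher and none lower (12 higher when adjusted over the list alone) at 24 h (camera adjusted p = 1.31e-08, or adjusted p = 0.013 with an estimated correlation), and 6 were higher and none lower (8 higher when adjusted over the list alone) at 48 h (camera adjusted p = 1.32e-05, or adjusted p = 0.0383 with an estimated correlation). Egln3 was 5.40-fold higher (log2 fold change 2.43, standard error 0.35, adjusted p = 0.000528) at 24 h, and Pfkfb3 was 3.37-fold higher (log2 fold change 1.75, standard error 0.34, adjusted p = 0.00668). The list shares 4 genes with that of glycolysis (Hk2, Ldha, Pfkfb3 and Slc2a1). Pfkfb3 did not pass without saline 24 h 2633 or NTHi 24 h 2634 (adjusted p = 0.105 and 0.08). The 5 hypoxia genes higher at 24 h became 1 without saline 24 h 2633 or NTHi 24 h 2634. The 6 hypoxia genes higher at 48 h became 1 without saline 48 h 3256 and 3 without NTHi 48 h 4462. No explanation was tested.

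Bone lies under the ME mucosa, and its genes, which the paper does not discuss as such, were lower with NTHi than with saline at 24 h. Of 8 bone genes measured out of 12 listed, all above background on both untreated arrays and 1 (Phex) also among the study's otitis media genes, none was higher and 5 lower (8 lower when adjusted over the list alone) at 24 h (camera adjusted p = 1.62e-09, or adjusted p = 0.00372 with an estimated correlation). Ibsp was 6.11-fold lower (log2 fold change −2.61, standard error 0.27, adjusted p = 3.55e-05), and Phex was 6.94-fold lower (log2 fold change −2.80, standard error 0.28, adjusted p = 2.71e-05). At 48 h none was higher and 2 lower (4 lower when adjusted over the list alone). The 5 bone genes lower at 24 h became 2 without saline 24 h 2633 or NTHi 24 h 2636 and 3 without saline 24 h 2635 or NTHi 24 h 2634. The 2 bone genes lower at 48 h became 0 without NTHi 48 h 4462 and 1 without either saline 48 h array.

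For the bone genes at 24 h, 4 of the 5 stayed called with median scaling and 3 with quantile normalization. These counts alone decide little, but the size of the shift argues against a scaling that moves all genes alike as the source. Median scaling moved all genes alike, by a log2 of 0.158, which is small beside the falls given below. Less bone in the NTHi samples may explain the pattern, since the 5 genes of matrix-forming cells and the 3 of osteoclasts fell together, by a mean log2 of −1.69 and −1.19 (difference −0.499, standard error 0.218). This joint fall cannot tell less bone from a larger share of RNA of other cells. In the same comparison 11 neutrophil and 7 macrophage markers were higher and none lower. The signals of the most abundant bone genes in NTHi and saline mice were 1921 ± 173 and 5072 ± 11.2 for Ctsk and 2229 ± 163 and 4039 ± 595 for Acp5, and macrophages express both too. A response of bone cells to the infection stays open and was not tested.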

How the results depend on the processing

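In this part, the tests without untreated 2321 and saline 3 h 2323 together, with each array floored at its own background and with the values as deposited were chosen only after the results were seen.

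Each count of probe sets called between NTHi and saline or between saline and untreated mice was recomputed under up to 14 alternatives besides leaving out single arrays. Of these, 8 to 12 gave a count within 1.5 times that reported, depending on the comparison. For the results that moved, the cause was not tested, except that Bonferroni correction gives fewer calls by construction. The 2 sides of every comparison have 2 arrays each, so leaving out 1 array leaves a lone array in its group.

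With 1 array left out, the counts for NTHi against saline ranged from 11 (without NTHi 3 h 2553) to 1968 (without saline 3 h 2551) at 3 h, where 159 were reported. They ranged from 203 (without saline 6 h 2555) to 678 (without saline 3 h 2551) at 6 h, where 576 were reported, and from 376 (without saline 24 h 2633) to 1251 (without saline 3 h 2551) at 24 h, where 1121 were. At 48 h the range was 267 (without NTHi 48 h 4462) to 2463 (without NTHi 48 h 3827) around 1080.0, and at 72 h 202 (without saline 72 h 3385) to 570.0 (without saline 72 h 3828) around 307. Over all times it was 1186 (without saline 24 h 2633) to 3435 (without saline 3 h 2551) around 1986. For saline against untreated mice the ranges were 350.0 (without untreated 2499) to 1550.0 (without saline 3 h 2551) at 3 h, 203 (without saline 6 h 2413) to 720.0 (without saline 3 h 2551) at 6 h and 1073 (without saline 24 h 2635) to 5146 (without NTHi 48 h 3827) at 24 h. At 48 h they were 1368 (without untreated 2321) to 5911 (without NTHi 48 h 3827), and at 72 h 1945 (without saline 72 h 3385) to 6912 (without NTHi 48 h 4462).

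Quantile normalization gave 261 calls for NTHi against saline at 3 h. Median scaling gave 377 at 6 h and 564 at 48 h. A floor at background gave 393 at 3 h and 1047 at 6 h, and for saline against untreated mice 1305 and 1146. Adding background to every value gave 265 at 3 h. Median scaling shifted the median log2 fold change of all probe sets by 0.492 for saline 24 h against untreated mice, from −0.17 to 0.33 (rounded from 0.325). It also moved the split of the calls. For NTHi against saline, 765 were higher and 180.0 lower at 24 h and 358 higher and 206 lower at 48 h. For saline against untreated mice, 547 were higher and 66 lower at 3 h, 394 and 23 at 6 h, 4206 and 886 at 24 h, 4909 and 767 at 48 h, and 4872 and 974 at 72 h. With quantile normalization, 1756 were higher and 1792 lower at 24 h, 2267 and 1936 at 48 h, and 2486 and 2373 at 72 h.

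Bonferroni correction left 16, 55, 149, 34 and 38 calls for NTHi against saline from 3 to 72 h, 255 over all times and 223 at any single time. For saline against untreated mice it left 108, 76, 109, 131 and 110.0. A 2-way analysis of variance without moderated variances called 3704, of which 1784 were among the 1986. A fit of only the 4 arrays compared called 0 by limma at 3 h (1655 at an unadjusted p under 0.05), 3685 at 24 h, 93 at 48 h and 83 at 72 h. For saline against untreated mice it called 54 at 3 h, 198 at 6 h, 1485 at 48 h and 0 by limma at 72 h (8271 at an unadjusted p under 0.05).

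Without untreated 2321 and saline 3 h 2323, the arrays with the highest Gapdh ratios, NTHi against saline at 3 h gave 79 calls and saline against untreated mice 253, 300.0, 1714, 1850.0 and 2644 from 3 to 72 h. With each array floored at its own background, NTHi against saline gave 1695 at 24 h, and saline against untreated mice 9740.0, 10717 and 10948 from 24 to 72 h. With the values as deposited, whose mean differs between the arrays up to 24 h and the later ones, saline against untreated mice gave 23793 at 48 h and 23685 at 72 h.

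The label numbers do not show that arrays are paired: the deviations of arrays paired by number correlated at 0.143, −0.044, 0.0577, −0.0262 and 0.198 from 3 to 72 h. With such pairs as a block, NTHi against saline gave 157, 493, 1022, 924 and 313 calls, and 1550.0 over all times.

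Of 457 calls of named genes, 409 stayed called in the same direction with median scaling, 437 with quantile normalization, 429 with a floor at background, 421 without the filter, 409 without the intensity trend and 456 with robust variances. The others lost their call and kept their direction. With the median of a gene's probe sets, 393 stayed within the spread, 60 moved and 4 reversed: Lman1 (0.0228) and Trappc12 (0.13) for NTHi against saline at 6 h, and Ifnar2 (−0.43) and Phex (−0.15) for saline against untreated mice at 48 h. Of 305 list tests, 253 kept their call or lack of one with an estimated correlation and 52 lost their call. With the other alternatives at least 272 stayed as reported, the fewest with the stricter filter, which left some lists untested. The direction turned for cilia genes at 6 h without NTHi 6 h 2416 (adjusted p = 0.363, in a range of 5.02e-06 without NTHi 6 h 2558 to 0.666 without saline 6 h 2413). It also turned for skeletal muscle genes at 72 h without NTHi 72 h 3384 (adjusted p = 0.429, the highest, against a lowest of 2.21e-08 without NTHi 72 h 3829).

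Signal limits what can be read, since 42.2% to 53.3% of the probe sets of an array lay above background. In the simulated data 14.6% of the 2-fold changes were called at 24 h.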

Differences from the paper's values

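In this part, only the values without untreated 2321 and saline 3 h 2323 together belong to a test chosen after the results were seen.

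The paper gives the interleukin-1 receptor antagonist gene a rise of 130X, the paper's value, and names no time for it. The time of 24 h was chosen here, where Il1rn was 73.7-fold higher than in untreated mice. Of 31 alternatives set before the data were examined, only some can move such a fold. These are another scaling, a floor, added background and leaving out an array of the 2 groups compared. Settings of the filter, the variances or other groups cannot. Median scaling (116) and quantile normalization (90.7) came within the difference allowed, and the others that can move it gave 41.1 to 84. For Tlr2 at 24 h the paper's value is 40X, and 8.11-fold was found here. The alternatives that can move it gave 6.41 to 12.7, none of them near the paper's. For Cd14 at 24 h the paper's value is 11X, and 7.17-fold was found. Median scaling gave 11.3 and leaving out NTHi 24 h 2636 gave 8.71, and the other alternatives that can move it stayed apart from the paper's value. For Socs3 the paper's value is 5X at 3 to 6 h, and 14.4-fold at 3 h and 12.5-fold at 6 h were found. These stayed above the paper's under all alternatives that can move them (11.4 to 18.1 and 9.9 to 15.7). All of the folds found here are against untreated mice, and those of 24 h span the step in signal. The paper's figures of single genes and its list of regulated transcripts also refer to untreated mice. Its sentences with these folds do not restate the reference. The paper's cluster profiles use median-normalized MAS5 signals. For the folds in its text, the sources used here do not state the probe set or the signal (MAS5 or RMA). The paper's folds and those found here may therefore not be alike.

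The paper counts 3657 transcripts that differ between NTHi and saline, the paper's value, and 1986 probe sets were called here. The paper's list holds transcripts significant by at least 2 of 4 methods, while the count here is that of a moderated F test at an adjusted p under 0.05, so the thresholds differ. The paper's time course also runs to 7 days and that analysed here to 72 h. As shares of the array, the paper's value is 8% and 4.4% was found. Of 34 alternatives set before the data were examined, the 2-way analysis of variance gave 3704 (8.21%). Counts within 1.5 times the paper's also came with a floor at background (2441, 5.41%) and without saline 3 h 2551, NTHi 48 h 3827 or saline 72 h 3828. Each of the fits without an array leaves a lone array in its group. Without saline 3 h 2551 that array is saline 3 h 2323, whose Gapdh 3'/5' ratio of 36.7 was the highest. The other alternatives did not reach the paper's count, and the lowest was 223 (0.494%), with Bonferroni correction at single times.

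The paper places the separation by treatment on the third principal component. Here the share of variance between treatments within a time was 32.5% on the second component and 27.5% on the third. The highest scores on the second were those of untreated 2321, saline 3 h 2323 and saline 72 h 3385, arrays with high 3'/5' ratios. What RNA integrity adds to that component was not tested. The paper's components come from RMA signals and include its arrays of 5 and 7 days, while those here come from scaled MAS5 signals of 22 arrays up to 72 h, so the 2 are not alike.

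The paper states that Zeb1 is increased at 3 to 6 h. Against untreated mice Zeb1 did not pass at 3 h (log2 fold change 0.77, adjusted p = 0.056) or 6 h (0.40, adjusted p = 0.315), nor against saline under any setting run. The paper's other gene there, Hbegf, was 25.6-fold higher (log2 fold change 4.68, standard error 0.48, adjusted p = 1.06e-05) than in untreated mice at 3 h, and it did not pass against saline (adjusted p = 0.136 at 3 h and 0.259 at 6 h). It passed at 3 h without saline 3 h 2551, and at 6 h without either saline 3 h array or without untreated 2321 and saline 3 h 2323. Of the cAMP genes the paper states are induced early, Pde4b was 3.02-fold higher (log2 fold change 1.59, standard error 0.31, adjusted p = 0.0107) than with saline at 6 h. Atf3 and Crem did not pass against saline at 3 or 6 h under any setting run (adjusted p = 0.892 and 0.922 at 3 h). In saline mice they were 43.9-fold higher (log2 fold change 5.46, standard error 0.68, adjusted p = 0.000232) and 3.54-fold higher (log2 fold change 1.82, standard error 0.26, adjusted p = 0.000576) than in untreated mice at 3 h. Pde4b did not pass without saline 6 h 2555, NTHi 6 h 2416 or NTHi 6 h 2558 (adjusted p = 0.159, 0.0896 and 0.054). Atf3 was 19.4-fold without untreated 2321 and 99.1-fold without untreated 2499.

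The paper states that no TLR was significantly up-regulated with sham injection. In saline mice at 72 h Tlr2 was 1.73-fold higher (log2 fold change 0.79, standard error 0.25, adjusted p = 0.0337) than in untreated mice, Tlr4 was 1.89-fold higher (log2 fold change 0.91, standard error 0.27, adjusted p = 0.0236) and Tlr13 was 2.00-fold higher (log2 fold change 1.00, standard error 0.30, adjusted p = 0.0274), and at 48 h Tlr13 was 2.56-fold higher (log2 fold change 1.35, standard error 0.30, adjusted p = 0.00825), all across the step in signal. The paper's statement that Tlr4 is not significantly up-regulated holds here against saline, except with median scaling at 24 h. Tlr2 did not pass without untreated 2321, untreated 2499 or saline 72 h 3385 (adjusted p = 0.0984, 0.143 and 0.299). Tlr4 did not pass without untreated 2321 or saline 72 h 3385 (adjusted p = 0.228 and 0.131). Tlr13 at 72 h did not pass without untreated 2499, saline 72 h 3385 or saline 72 h 3828 (adjusted p = 0.225, 0.126 and 0.0625). Tlr13 at 48 h did not pass without untreated 2499 or saline 48 h 3825 (adjusted p = 0.0846 and 0.0565).

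The paper states that CAV1 falls early and rises later. Cav1 did not pass at 3 h (log2 fold change 0.09, adjusted p = 0.907), 6 h (−0.05, adjusted p = 0.944) or 72 h (0.46, adjusted p = 0.281) against untreated mice. In saline mice Cav1 was 2.40-fold higher (log2 fold change 1.26, standard error 0.30, adjusted p = 0.00903) than in untreated mice at 72 h, across the step in signal. Cav1 did not pass without untreated 2321 or saline 72 h 3385 (adjusted p = 0.0813 and 0.126). Cav1 was 3.66-fold without saline 72 h 3828.

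The paper states that NLRP3 is significantly higher than in sham mice at 6 and 24 h. Nlrp3 was 3.67-fold and 3.74-fold above saline, in the range the paper gives, and did not pass (adjusted p = 0.105 and 0.0664). It passed at 6 h with background added to every value. At 24 h it passed with median scaling and without NTHi 48 h 3827, NTHi 48 h 4462, NTHi 72 h 3384 or NTHi 72 h 3829. For Nlrp12 the paper states a rise against sham at 3 and 24 h, and at 3 h it did not pass (at least 1.18-fold, adjusted p = 0.181), except with background added to every value or without saline 3 h 2551. Nfkbib, which the paper lists as induced, did not pass against saline at any time (log2 fold change 1.25, adjusted p = 0.254 at 3 h), except at 3 h without saline 3 h 2551, nor against untreated mice, the reference of the paper's figure (log2 fold change 1.10, adjusted p = 0.116 at 3 h). Socs1, which the paper states is raised to 24 h, did not pass at 24 h against untreated mice (at least 1.31-fold, adjusted p = 0.107).

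The paper lists C2, C1qbp and Lman1 among complement genes induced at 24 h. Against saline at 24 h their log2 fold changes were 0.00, 0.02 and −0.06 (adjusted p = 0.999, 0.989 and 0.952), and no setting run called any of them higher against saline. Cfp was higher at 24 h and C5ar1 did not pass (adjusted p = 0.116). C5ar1 passed with median scaling, a floor at background, background added to every value, without either saline 3 h array, and without untreated 2321 and saline 3 h 2323. Of the mucin genes it lists, Muc13 was 2.71-fold higher (log2 fold change 1.44, standard error 0.27, adjusted p = 0.00483) and Muc16 was 5.83-fold lower (log2 fold change −2.54, standard error 0.31, adjusted p = 0.000122) than with saline at 24 h. Muc5b and Muc5ac did not pass at 24 h against saline under any setting run (adjusted p = 0.369 and 0.88). Muc13 did not pass without saline 24 h 2633 or NTHi 24 h 2634 (adjusted p = 0.128 and 0.0886). The paper's figure of these genes refers to untreated mice, so the 2 comparisons are not alike. Against untreated mice at 24 h, across the step in signal, C1qbp, C5ar1, Muc13, Muc5b and Muc5ac were higher, Muc16 was lower, and C2 and Lman1 did not pass (adjusted p = 0.0531 and 0.533). C1qbp did not pass without untreated 2499 or NTHi 24 h 2634 (adjusted p = 0.0677 and 0.0661). Muc5ac did not pass without untreated 2499 or NTHi 24 h 2636 (adjusted p = 0.11 and 0.123). Muc5ac was 12.1-fold without untreated 2321 and 12.6-fold without NTHi 24 h 2634.

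Of the phagocytosis genes the paper lists at 24 h, Cdc42ep2, Fcgr2b and Fcgr3 were higher than with saline. Vav1, Sirpa, Cdc42se1 and Coro1a did not pass at 24 h (adjusted p = 0.254, 0.0585, 0.89 and 0.126). Sirpa passed with median scaling, background added to every value or the stricter filter and without either NTHi 6 h array. Coro1a passed with background added to every value, without either saline 3 h array and without untreated 2321 and saline 3 h 2323. Of the macrophage markers it lists for 48 to 72 h, Msr1, Mpeg1 and Cd84 were higher than with saline at 72 h, and Marco did not pass against saline (adjusted p = 0.294 at 72 h). Marco passed at 72 h with background added to every value and at 48 h without the intensity trend or without saline 72 h 3828. Fcgr2b did not pass without saline 24 h 2633 or NTHi 24 h 2634 (adjusted p = 0.0867 and 0.0842). Fcgr3 did not pass without saline 24 h 2633 or NTHi 24 h 2634 (adjusted p = 0.0625 and 0.0664). Mpeg1 did not pass without saline 72 h 3828 or NTHi 72 h 3829 (adjusted p = 0.105 and 0.196). Cd84 did not pass without saline 72 h 3828 or NTHi 72 h 3829 (adjusted p = 0.0666 and 0.125). Against untreated mice, the reference of the paper's figure, Sirpa and Coro1a were higher at 24 h, across the step in signal, and Vav1 and Cdc42se1 at 24 h and Marco at 72 h did not pass (adjusted p = 0.596, 0.15 and 0.0746). Sirpa did not pass without untreated 2499 or NTHi 24 h 2636 (adjusted p = 0.0623 and 0.0987).

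The paper states that CCL2 is made maximally at 24 h. The signal of Ccl2 with NTHi was 8376 ± 1270.0 at 48 h and 2831 ± 398 at 24 h (log2 difference 1.56, standard error 0.36, adjusted p = 0.0343). The arrays of these times were deposited at different scales, so time and processing cannot be told apart in this difference. At 24 h it did not pass against saline (adjusted p = 0.155). Ccl3 and Ccl4 were highest with NTHi at 24 h, as the paper states.

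The paper finds genes of fatty acid oxidation, oxidative phosphorylation and translation lower at 6 h and those of oxidative phosphorylation and tight junctions lower at 24 h. At 6 h fatty acid oxidation genes (camera adjusted p = 0.0316, or adjusted p = 0.376 with an estimated correlation) and oxidative phosphorylation genes (camera adjusted p = 0.00228, or adjusted p = 0.588 with an estimated correlation) lay below other genes at the preset correlation only. The camera call of the fatty acid oxidation genes at 6 h ended without saline 6 h 2413 or NTHi 6 h 2416 (adjusted p = 0.151 and 0.618). The ribosomal protein genes did not pass (adjusted p = 0.34), except with quantile normalization or without saline 6 h 2555. At 24 h oxidative phosphorylation and junction genes did not pass (adjusted p = 0.928 and 0.237). Oxidative phosphorylation genes passed at 24 h as lower without NTHi 24 h 2634 (adjusted p = 0.00343) and as higher without NTHi 24 h 2636 (adjusted p = 0.00552), with adjusted p up to 0.994 over the alternatives. The call of oxidative phosphorylation genes at 6 h ended without saline 6 h 2413 or NTHi 6 h 2416 (adjusted p = 0.113 and 0.861).

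Of the otitis media genes the paper names at early times, Ehd3, Jpt1 (HN1), Lrrc47, Palmd and Ppp2r2d did not pass against saline at 3 or 6 h under any setting run. Of those it names at later times, Sftpd was higher at 24 h. Aldh1a2 and Aqr did not pass, except that Aqr passed as lower at 48 h without NTHi 48 h 3827. Of those it names as independent of time, Slfn5 was higher at 6 h, and at 3 h only without saline 3 h 2551, and Col4a2 passed at no time. Sftpd did not pass without saline 24 h 2633 or NTHi 24 h 2634 (adjusted p = 0.115 and 0.149). Slfn5 did not pass without saline 6 h 2413, saline 6 h 2555, NTHi 6 h 2416 or NTHi 6 h 2558 (adjusted p = 0.127, 0.185, 0.172 and 0.0816).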

Other observations

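The comparisons of this part were set in advance, and no explanation was tested for them.

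Tissues that neighbour the ME were represented by marker lists. Of 11 skeletal muscle genes, none was higher or lower by limma (0 higher and 0 lower at an unadjusted p under 0.05, none when adjusted over the list alone) at 6 h (camera adjusted p = 0.0131, or adjusted p = 0.485 with an estimated correlation) and none was higher or lower by limma (1 higher and 0 lower at an unadjusted p under 0.05, 1 higher when adjusted over the list alone) at 72 h (camera adjusted p = 0.034, or adjusted p = 0.563 with an estimated correlation). Of 2 inner ear genes, none was higher and 1 lower (1 lower when adjusted over the list alone) at 24 h (camera adjusted p = 0.0156, or adjusted p = 0.0524 with an estimated correlation), and none was higher and 1 lower (1 lower when adjusted over the list alone) at 48 h (camera adjusted p = 0.0316, or adjusted p = 0.0803 with an estimated correlation). Of 2 red blood cell genes, none was higher or lower by limma (2 higher and 0 lower at an unadjusted p under 0.05, 2 higher when adjusted over the list alone) at 24 h. Of 6 mast cell genes and 3 melanocyte genes, none was called at any time by limma, and at 24 h 0 and 1 were higher at an unadjusted p under 0.05. The camera call of the skeletal muscle at 6 h ended without saline 6 h 2413 or NTHi 6 h 2416 (adjusted p = 0.131 and 0.529). That of the skeletal muscle at 72 h ended without saline 72 h 3828 or NTHi 72 h 3384 (adjusted p = 0.284 and 0.429). That of the inner ear at 24 h ended without NTHi 24 h 2636 (adjusted p = 0.14). That of the inner ear at 48 h ended without NTHi 48 h 4462 (adjusted p = 0.0969).

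The part of Table S1 used here gives folds against untreated mice for 1203 probe sets that could be compared. It holds those with the largest folds with NTHi at 6 h in either direction, so the correlations below are over probe sets chosen for a large change. For all 10 conditions, the log2 folds of the table correlated best with those of the same condition here, at 0.814 (saline 72 h) to 0.944 (NTHi 24 h). The log2 fold of the table minus that here had a median of −0.107 to 0.00816 at 3 and 6 h, and of 0.104 to 0.291 at 24 to 72 h, across the step in signal.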
